# TET activity safeguards pluripotency throughout embryonic dormancy

**DOI:** 10.1038/s41594-024-01313-7

**Published:** 2024-05-23

**Authors:** Maximilian Stötzel, Chieh-Yu Cheng, Ibrahim A. IIik, Abhishek Sampath Kumar, Persia Akbari Omgba, Vera A. van der Weijden, Yufei Zhang, Martin Vingron, Alexander Meissner, Tuğçe Aktaş, Helene Kretzmer, Aydan Bulut-Karslioğlu

**Keywords:** DNA methylation, Chromatin, Pluripotency, Cell growth

## Abstract

Dormancy is an essential biological process for the propagation of many life forms through generations and stressful conditions. Early embryos of many mammals are preservable for weeks to months within the uterus in a dormant state called diapause, which can be induced in vitro through mTOR inhibition. Cellular strategies that safeguard original cell identity within the silent genomic landscape of dormancy are not known. Here we show that the protection of *cis*-regulatory elements from silencing is key to maintaining pluripotency in the dormant state. We reveal a TET–transcription factor axis, in which TET-mediated DNA demethylation and recruitment of methylation-sensitive transcription factor TFE3 drive transcriptionally inert chromatin adaptations during dormancy transition. Perturbation of TET activity compromises pluripotency and survival of mouse embryos under dormancy, whereas its enhancement improves survival rates. Our results reveal an essential mechanism for propagating the cellular identity of dormant cells, with implications for regeneration and disease.

## Abstract (web summary)

Here the authors show that active DNA demethylation and transcription factor occupation at distal regulatory elements is essential for pluripotency maintenance in dormancy conditions.

## Main

Dormancy equips organisms with a means to preserve cells over long periods of time to propagate species, to regenerate tissues or to overcome stressful conditions in the form of environmental insults or nutrient scarcity. Embryonic development of over 100 mammalian species features a safe pausing point at the blastocyst stage to adjust the timing of birth. This phenomenon, known as embryonic diapause, allows the preservation of the embryo for weeks to months in a reversibly dormant state^1^. Establishment of dormancy entails low anabolic activity and repression of transcriptional and translational programs^2–6^. A key feature of dormancy is the ability to revert back to proliferation without compromising the developmental potential and cell fate. Key pluripotency pathways such as LIF/STAT3 and WNT, which are dispensable in mouse preimplantation development yet stabilize the pluripotency of embryonic stem (ES) cells, are required to also maintain pluripotency in diapause^7,8^. Yet, how pluripotency is preserved in the repressed genomic context of diapause is not known. Part of the challenge is the limited embryonic material that hinders dynamic perturbation studies. A diapause-like response can be triggered in mouse blastocysts and ES cells by direct inhibition of the master regulator of cell growth, mTOR (mTORi)^9^. mTORi-treated ‘paused’ ES cells transcriptionally and metabolically mimic in vivo-diapaused embryos and can be maintained in a near-dormant state for weeks to months without compromising pluripotency, thus providing an accessible model for mechanistic studies.

The uncommitted nature and broad developmental potential of pluripotent cells builds on the balance between a generally transcriptionally permissive genome and focal repression of developmental genes^10^. This highly transcribed open chromatin landscape powers rapid proliferation, which in turn maintains the permissive chromatin environment^11–13^. Transcription itself repels repressive complexes in ES cells^14^. As such, the proliferation rate, chromatin status and pluripotency appear to be interlinked. Yet, uncovered strategies to counteract genomic repression may thus be critical for pluripotency maintenance in dormancy.

DNA methylation is considered a major layer of epigenetic regulation. While CpG islands generally remain unmethylated, other sites in the genome such as repetitive elements, enhancers and non-CpG-rich promoters are subject to DNA methylation, which may alter expression levels. In one of two global DNA demethylation waves, DNA methylation decreases during preimplantation development to its lowest levels in the blastocyst and sharply rises after implantation^15^. A combination of deposition by DNA methyltransferases (DNMTs) and erasure control DNA methylation levels in cells. Erasure occurs via passive dilution and/or active DNA demethylation by TET enzymes^16,17^. Despite the association of low DNA methylation levels with the naive pluripotent state, TET DNA demethylases are not essential for the specification or maintenance of pluripotent cells, evidenced by the ability of *Tet1/2/3* triple knockout (TKO) mice to generate blastocysts and of *Tet* TKO ES cells to maintain pluripotency in culture^18–21^. TET activity in ES cells comprises catalytic and noncatalytic functions and is associated with pluripotency transcriptional networks and genomic repeats as well as proximal and distal regulatory elements^22–27^. Due to these highly modular functions, it is essential to investigate occupancy in parallel with catalytic activity to reveal specific mechanisms.

In this Article, we reveal dynamic chromatin adaptations, including DNA demethylation, recruitment of methylation-sensitive transcription factors (TFs) and consolidation of histone modifications, during the cellular transition into dormancy that safeguard cellular identity during dormancy.

## Results

### Genomic rewiring during ES cells’ transition to dormancy

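Gene expression was profiled by bulk RNA-seq in E14 mouse embryonic stem (ES) cells, which were cultured in serum and LIF without feeder cells. The cells were treated with INK128, an inhibitor of the kinase mTOR (mTORi), at 200 nM, and 2 replicates each were collected at 0, 24, 72 and 144 h. Total RNA was extracted from a fixed number of sorted cells, and ERCC RNAs, a mix of synthetic transcripts of known amount, were used as spike-ins. The libraries were made from a fixed mass of total RNA, and the paper's text does not give the step at which the ERCC mix was added. Whether normalization to it measures RNA per cell therefore stays open. Ribosomal RNA was depleted and the libraries were sequenced paired-end. The authors trimmed the reads with cutadapt, aligned them to the mm10 genome with STAR and quantified them with stringtie on the GENCODE VM19 annotation, in TPM, a transcript abundance scaled to a fixed total per library. The deposited TPM sum to 1000000 in every library over 54446 gene identifiers, and 0 entries carry an ERCC name, so the spike-in normalization is not part of them. Supplementary Table 1 holds the same values multiplied by 1 factor per library, and the deposited TPM were multiplied by this factor here to give spike-in normalized TPM. Because all genes of a library share 1 factor, an error in it moves the values of all its genes together. TPM keep no read counts, and the depth, which the paper gives in an Extended Data figure, was not in hand. Between 28306 and 29927 genes were above 0 in a library, and the 10 highest genes took 16.3% to 26.5% of its TPM. Time points were compared with limma on log2(TPM + 1) over the 18232 genes with a mean of at least 1 TPM, in 1 fit of 14 libraries in 7 groups of 2 that also held 6 libraries labelled *Tet1/2* double knockout (DKO). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. In simulated data in which only 200 of the 18232 genes changed, the fit called 0% of these genes at a log2 change of 1 for 24 h against 0 h. At a log2 change of 2 it called 88.5% of them, and at 3 it called 98%. The changed genes were drawn from those with a mean log2(TPM + 1) above log2(10), with independent noise per gene. These shares therefore do not cover lower genes or an error that all genes of a library share.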

To understand the genomic alterations that accompany the transition of pluripotent cells into dormancy, we leveraged our mTORi-induced in vitro diapause model and first profiled gene expression, DNA methylation and chromatin accessibility changes over time (0–144 h) (Fig. 1a and Extended Data Figs. 1 and 2). We have previously shown that mTOR inhibition triggers a multi-level diapause response, with ‘immediate’ and ‘adaptive’ steps^6^. Likewise, in vivo-diapaused mouse embryos show dynamic signaling and morphological changes in the first days of the transition, with a complete cessation of proliferation only happening after 5–6 days^8,28^. Based on this knowledge, we rationalized that the full establishment of a robust dormancy program at the genomic level may also require a transition period and, thus, collected time points until 144 h (6 days). 

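Mean spike-in normalized TPM over all genes was 38.8 in both wild-type libraries at 0 h. It was 30.2 ± 5.45 (SD, n = 2) at 24 h, 28.9 ± 2.10 (SD, n = 2) at 72 h and 19.0 ± 0.915 (SD, n = 2) at 144 h, which is 0.779, 0.744 and 0.490 of the 0 h mean. Since the deposited TPM of every library have the same sum, this mean is 18.4 TPM times the factor of the library, so these values restate the factors and no gene's expression enters them. Across the 4 combinations that each left out 1 library, the ratio to 0 h ranged from 0.679 to 0.878 at 24 h, from 0.706 to 0.783 at 72 h and from 0.474 to 0.507 at 144 h. Of the genes tested, 73.1% had a fitted value below 0 h at 24 h, 74.3% at 72 h and 92.1% at 144 h. The median log2 fold change of all genes was −0.33 at 24 h, −0.33 at 72 h and −0.83 at 144 h, against −0.0077, 0.039 and 0.055 in plain TPM, which holds no spike-in normalization. At 24 h limma with Benjamini-Hochberg adjustment called 1592 genes lower and 227 higher, at 72 h 1385 lower and 127 higher, and at 144 h 9203 lower and 84 higher. Plain TPM moved the counts at 144 h most, to 2134 genes lower and 2844 higher. With a replicate block within each genotype, added after seeing the data, 4693 genes were lower and 817 higher at 24 h, 4633 and 519 at 72 h, and 12092 and 191 at 144 h.

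Genes called higher at all 3 times numbered 19, and 801 were called lower at all 3 times, against 64 and 3017 with the replicate block within each genotype. In 20 simulations of unchanged groups that shared the 0 h libraries, 0 genes were called higher at all 3 times. Adjusted p-values leave few calls where no gene changes, so this count adds little support. The noise was independent per gene, so the simulations hold no error that all genes of a library share. Fitted values above 0 at all 3 times were seen for 890 genes (4.88%), against 25.0% in the simulations. This share was 34.4% in plain TPM and 30.2% on values centred on the median of each library. Both lie above the simulated share, so the shortfall depends on the spike-in factors. All 19 genes were also called higher at all 3 times in plain TPM. They comprise 12 protein-coding genes and 4 miRNA genes (*Mir291a*, *Mir291b*, *Mir292* and *Mir295*) that lie between bases 3218919 and 3220841 of chromosome 7. These miRNA genes span at most 82 bp, so reads of longer transcripts across them can enter their values. The largest rises at 144 h among genes of at least 200 bp whose libraries did not overlap were those of *Slc9a7*, *Oasl2* and *Arhgef28*. *Slc9a7* (ENSMUSG00000037341.14, chromosome X, 20105754 to 20291807) rose from 0.621 ± 0.562 to 6.45 ± 0.261 TPM (SD, n = 2), a log2 fold change of 2.25 (SE 0.37, adjusted p = 0.00026 from limma). *Oasl2* had a log2 fold change of 2.23 (SE 0.42, adjusted p = 0.00063) and *Arhgef28* of 2.10 (SE 0.32, adjusted p = 0.00015). The largest falls were those of *Rhox5*, *Calcoco2* and *Klhl13*. *Rhox5* (ENSMUSG00000095180.8, chromosome X, 37804842 to 37808876) went from 466 ± 81.5 to 6.25 ± 1.48 TPM (SD, n = 2), a log2 fold change of −6.01 (SE 0.28, adjusted p = 2.8e-11 from limma). *Calcoco2* had a log2 fold change of −5.93 (SE 0.48, adjusted p = 5.2e-07) and *Klhl13* of −5.01 (SE 0.51, adjusted p = 3.4e-06). *Slc9a7* overlaps *Gm9083* on the opposite strand and *Klhl13* overlaps *Gm14523* on the same strand, and *Oasl2* and *Rhox5* belong to gene families whose reads the counting could have split. All 6 genes kept their direction in plain TPM. From profiles normalized to the ERCC RNAs, the paper concludes that mTORi lowers expression across the transcriptome within the first day and further by the last time point.

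**Figure D1:**
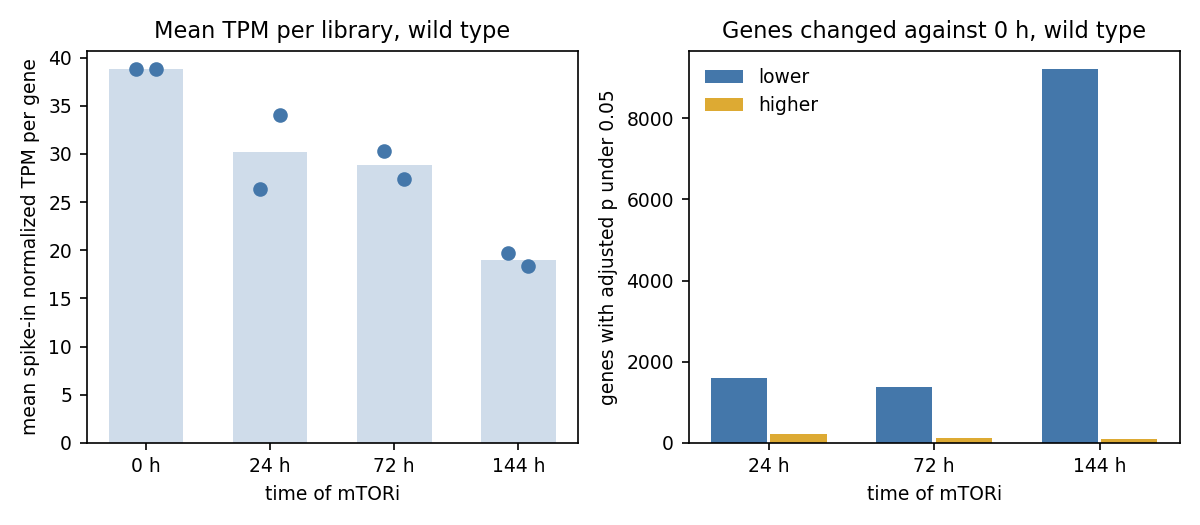
Mean spike-in normalized TPM of each wild-type library at 0, 24, 72 and 144 h, and the number of genes called lower and higher than 0 h at each time. The group means go from 38.8 to 19.0 TPM, and at 144 h 9203 genes are called lower and 84 higher, which turns to 2134 lower and 2844 higher in plain TPM.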

Spike-in normalized bulk RNA sequencing (RNA-seq) revealed that the transcriptome was globally repressed already after 24 h, with a further gradual downregulation over time and only a small subset of genes escaping this trend (Fig. 1b, Extended Data Fig. 1a,b and Supplementary Table 1). Starting with ES cells carrying low DNA methylation, we observed a global increase in methylation starting at 72 h, CpG islands being an exception (Fig. 1c and Extended Data Fig. 2a,b). Immunofluorescence (IF) stainings for 5mC in ES cells as well as embryos confirmed this increase (Fig. 1d and Extended Data Fig. 2c,d). DNA methylation levels reverted back to those of normal blastocysts once in vivo-diapaused embryos were reactivated in culture (Extended Data Fig. 2d).

**Fig. 1:**
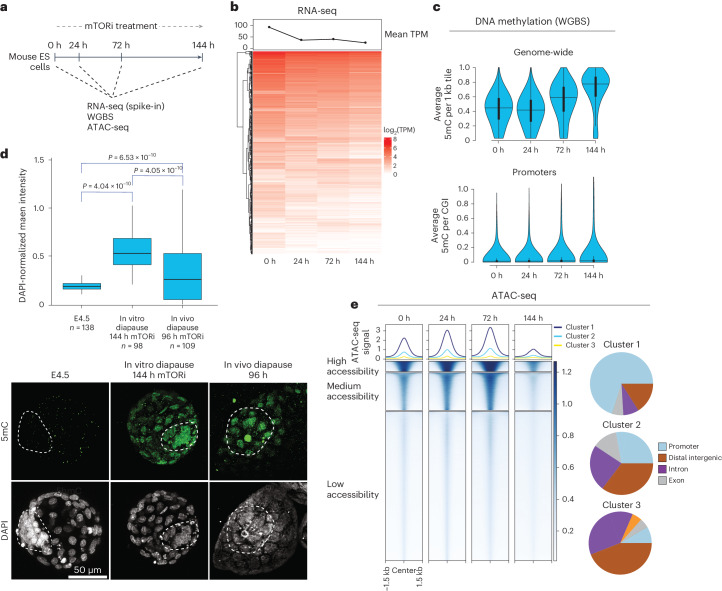
Time-resolved genomic analysis of the transition of ES cells into dormancy. **a**, Experimental workflow to profile transcriptional and chromatin features of ES cells entering mTORi-induced dormancy. Two replicates were performed for all experiments. Sequencing depth and quality control parameters can be found in Extended Data Fig. 1a. **b**, Bulk RNA-seq heatmap showing expression of all genes over time in ES cells treated with mTORi. All samples are normalized to ERCC^68^ spike-in RNAs to accurately reflect global changes. The line plot on top shows mean TPM at each time point. **c**, DNA methylation levels in ES cells as mapped by whole genome bisulfite sequencing (WGBS). Top: average DNA methylation levels of the entire genome in 1 kb tiles. Bottom: DNA methylation levels of CpG islands (CGI). Horizontal lines show the median; vertical box plots within violin plots show interquartile range (IQR), and the whiskers show 1.5 IQR. **d**, Bottom: IF of E4.5, in vitro and in vivo-diapaused mouse blastocysts for 5mC methylation. Top: single-nucleus quantifications of mean 5mC intensity, normalized to DAPI. The horizontal line shows the median, the box spans the IQR and whiskers span 1.5 IQR. *n*, number of cells. Statistical test is a one-way ANOVA. The dashed lines mark the inner cell mass (ICM). Note that the ICM of diapaused embryos sometimes polarizes, as reported before^8^. Accompanying stainings can be found in Extended Data Fig. 2. **e**, The accessibility of regulatory elements in ES cells as mapped by ATAC-seq. All accessible regions were determined by peak calling, then clustered into three groups showing high, medium and low accessibility (clusters 1, 2 and 3, respectively). Right panels show the genomic composition of each cluster. Cluster 1 is enriched for promoters; clusters 2 and 3 are enriched for distal regulatory elements. No new peaks were gained during the treatment. Source data

Together with global transcriptional repression and increased DNA methylation, chromatin accessibility at regulatory elements was reduced at 144 h of mTORi treatment (Fig. 1e; assay for transposase-accessible chromatin with sequencing (ATAC-seq) data only inform of regulatory elements, not global accessibility). However, in contrast to transcriptome and DNA methylation changes, chromatin accessibility showed a highly dynamic behavior, with transiently increased accessibility of regulatory elements between 24 h and 72 h of treatment (Fig. 1e; shown are all accessible regions clustered into three groups by accessibility level). Therefore, the cellular transition to dormancy entails a global decrease in transcriptional activity and dynamic chromatin changes.

### TET activity is essential for pluripotency maintenance

DNA methylation increase temporally follows transcriptional repression and probably arises from it. However, it may, in turn, also contribute to repression of genomic activity. To test whether DNA methylation is required for dormancy, we tested the capacity of DNA methyltransferase 3a/3b double knockout (*Dnmt3a/b* DKO) ES cells^29^, which lack de novo DNA methylation machinery, to establish the paused pluripotent state (Fig. 2a). Similar to wild-type ES cells, *Dnmt3a/b* DKO ES cells reduced proliferation and decreased global transcription, at the same time maintaining pluripotent morphology (Fig. 2a and Extended Data Fig. 3a,b), suggesting that DNA methylation increase is nonessential for a successful transition into dormancy in this context.

**Fig. 2:**
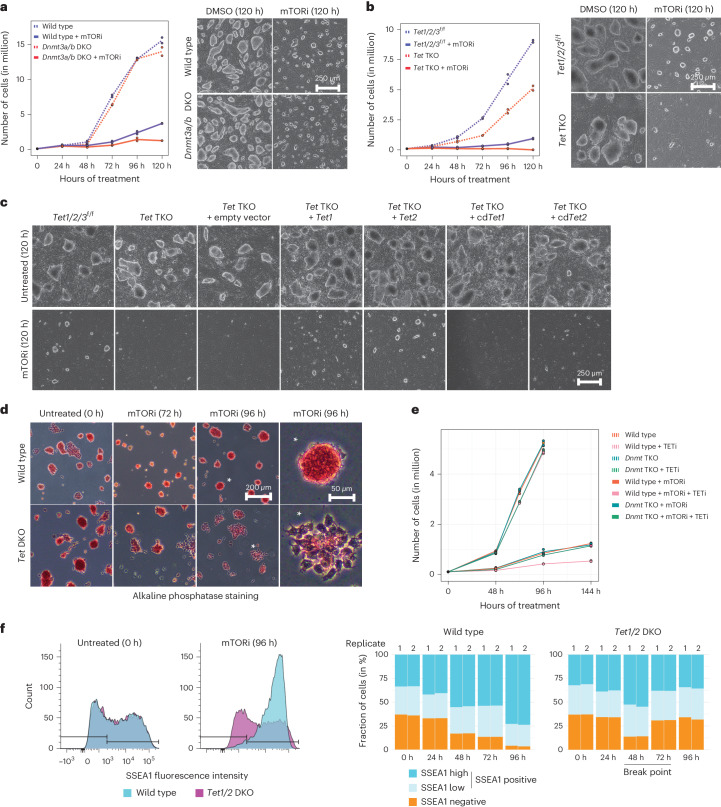
Catalytic activities of TET DNA demethylases are indispensable for the maintenance of pluripotency during dormancy. **a**, Proliferation curves and brightfield images of wild-type and *Dnmt3a/b* DKO ES cells (devoid of de novo methyltransferase activity) treated with the mTOR inhibitor INK128 for 120 h. Data are from two biological replicates. Individual data points are shown; lines denote the mean. **b**, Same as in **a** for *Tet1/2/3*^flox/flox^ versus *Tet1/2/3* TKO iPS cells^30^. *Tet* TKO cells lose pluripotent colony morphology over time under dormancy conditions. **c**, Rescue of *Tet* TKO dormancy defect via overexpression of wild-type, but not catalytic-dead (cd), *Tet1* or *Tet2*. The catalytic-dead mutations can be found in Methods and Extended Data Fig. 3d. Images are representative of two biological replicates. **d**, Alkaline phosphatase staining of an independently generated, feeder-independent *Tet1/2* DKO ES cell line in normal and mTORi conditions. See Extended Data Fig. 3e–g for details of the deletions and accompanying proliferation curves. *Tet1/2* DKO ES cells lose pluripotent colony morphology and marker (alkaline phosphatase) expression during mTORi treatment. The rightmost images are magnifications of the asterisk-marked colonies. Images are representative of two biological replicates. **e**, Rescue of *Tet* TKO dormancy defect in the absence of DNMT activity. Wild-type or *Dnmt* TKO ES cells were treated with the TET inhibitor (TETi) Bobcat339 with or without mTORi. TETi-treated cells are depleted specifically under mTORi treatment in wild-type but not *Dnmt* TKO ES cells. Individual data points are shown; lines denote the mean. **f**, Flow cytometry analysis of SSEA1 expression levels (a pluripotency marker) in wild-type and *Tet1/2* DKO cells in normal and mTORi conditions. Left: overlays of SSEA1 expression at 0 h versus 96 h in wild-type or *Tet1/2* DKO cells. Right: stacked bar plots showing quantification of SSEA1 expression levels at all quantified time points. All flow cytometry plots are shown in Extended Data Fig. 4a. Data from two biological replicates are shown. Source data

The naive pluripotent state is classically associated with low DNA methylation^15^, except in diapaused embryos (Fig. 1d). 5hmC, a DNA demethylation intermediate, increased in paused ES cells along with 5mC (Extended Data Fig. 2c). Therefore, we next asked whether active DNA demethylation is required in dormancy. For this, we tested whether *Tet1/2/3* TKO cells, which we generated from *Tet1/2/3*^flox/flox^ cells^30^, can transition to dormancy under mTORi (Fig. 2b and Extended Data Fig. 3c). Unlike wild-type and *Dnmt3a/b* DKO cells, *Tet* TKO cells failed to maintain ES cell colony morphology under mTORi, with many colonies flattening out over time (Fig. 2b). This phenotype was rescued upon ectopic expression of wild-type, but not catalytic-dead, *Tet1* or *Tet2* in the *Tet* TKO background (Fig. 2c and Extended Data Fig. 3d).

To reproduce these results in an independent cell line, we generated a feeder-independent *Tet1/2* DKO ES cell line using Cas9-assisted deletion of the entire genes (Extended Data Fig. 3e–g). *Tet* DKO ES cells failed to maintain pluripotency under mTORi and differentiated, especially after 72 h, concurrent with the increase in DNA methylation (Fig. 2d and Extended Data Fig. 3h; staining for the activity of the pluripotency marker alkaline phosphatase is shown). Apoptosis levels were only slightly above wild-type cells; thus, mTORi did not induce cell death (Extended Data Fig. 4b,c). Co-depletion of DNMT and DNA demethylase activities rescued the depletion of TET-deficient cells under mTORi (Fig. 2e; refs. ^31,32^).

To better time-resolve the pluripotency dynamics in wild-type and *Tet1/2* DKO ES cell populations, we measured expression of the pluripotency-associated surface marker SSEA1 via flow cytometry (Fig. 2f and Extended Data Fig. 4a). In wild-type ES cells, SSEA1 expression steadily increased during mTORi treatment, with ~95% of cells positive for SSEA1 at 96 h (Fig. 2f and Extended Data Fig. 4a). *Tet1/2* DKO response copied the wild-type until 48 h but diverged starting at 72 h (Fig. 2f and Extended Data Fig. 4a). 

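RNA-seq of the line labelled *Tet1/2* DKO followed the wild-type protocol at 0, 24 and 72 h, with 2 replicates per time point and 6 libraries in all. The guide RNAs used to delete the genes lie in exons 4 and 13 of the 13 exons of *Tet1* (transcript ENSMUST00000174189.1, 14369 nt) and in exons 3 and 12 of the 12 exons of *Tet2* (transcript ENSMUST00000196398.4, 9021 nt). On GRCm38, *Tet1* exon 4 lies on chromosome 10 from 62838176 to 62840378 and exon 13 from 62804577 to 62813412. *Tet2* exon 3 lies on chromosome 3 from 133485512 to 133488717 and exon 12 from 133463839 to 133468190. The sequence between the 2 guide sites, which includes parts of the exons they lie in, makes up 18.8% of the *Tet1* transcript and 38.8% of the *Tet2* transcript, which leaves 81.2% and 61.2% of the transcript outside it. *Tet2* (ENSMUSG00000040943.12), which overlaps *Gm42567* on the opposite strand, was lower in each of the 6 libraries labelled DKO than in every wild-type library. Its spike-in normalized TPM was 206 ± 5.52 in wild-type and 53.3 ± 0.873 in DKO cells (SD, n = 2) at 0 h, 184 ± 26.8 and 31.3 ± 5.92 at 24 h, and 179 ± 12.9 and 43.6 ± 16.1 at 72 h. The log2 fold change of *Tet2* was −1.93 (SE 0.28, adjusted p = 0.015 from limma) at 0 h, −2.52 (SE 0.28, adjusted p = 0.00029) at 24 h and −2.06 (SE 0.28, adjusted p = 0.0023) at 72 h. *Tet1* (ENSMUSG00000047146.17), which overlaps *Gm26479* and *Gm48353* on the same strand, read 410 ± 9.36 TPM in wild-type and 388 ± 55.4 in DKO cells at 0 h, 432 ± 56.3 and 337 ± 140 at 24 h, and 473 ± 60.9 and 516 ± 123 at 72 h. In plain TPM, *Tet1* in DKO cells was at 77.0%, 70.2% and 80.8% of wild type at 0, 24 and 72 h. Both DKO libraries lay below both wild-type libraries at each of the 3 times in plain TPM, and at 0 of the 3 times in spike-in normalized TPM. The libraries are called *Tet1/2* DKO here after their label and their *Tet2* values. The paper screened the clones by PCR with 2 primer pairs per gene and checked the knockouts by western blot for TET1 and TET2. RNA values per gene test neither, since they can include sequence outside the guide sites. *Tet3* was higher in DKO cells by a log2 fold change of 0.52 at 0 h, 0.53 at 24 h and 0.79 at 72 h, none of which was called (smallest adjusted p = 0.19 from limma).

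**Figure D2:**
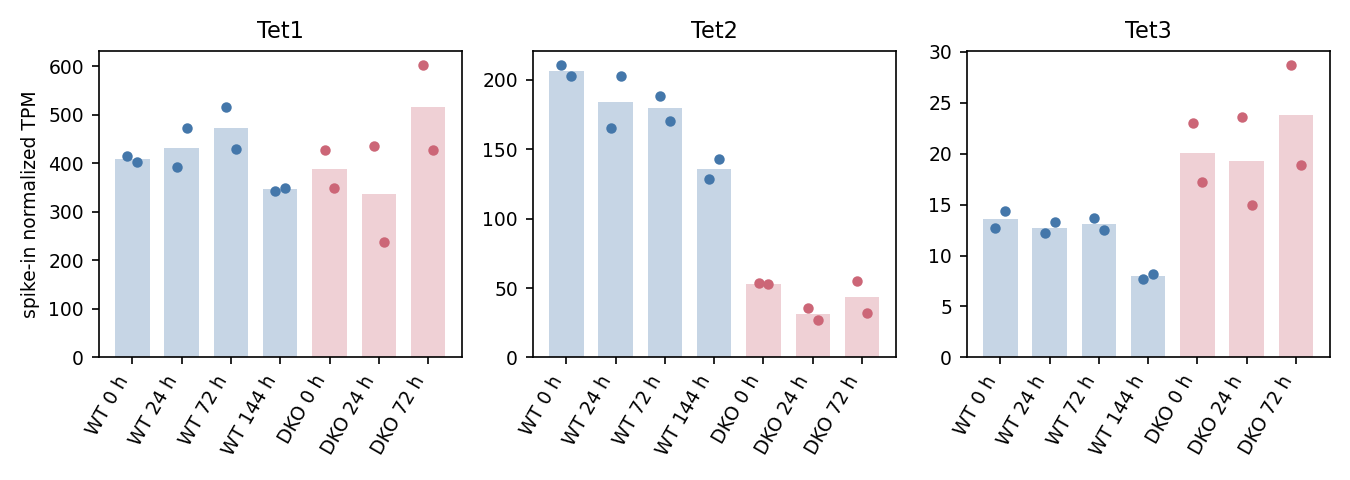
Spike-in normalized TPM of *Tet1*, *Tet2* and *Tet3* in each library by genotype and time of mTORi. All 6 DKO libraries lie below every wild-type library for *Tet2*, while the *Tet1* values of the genotypes overlap.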

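Between *Tet1/2* DKO and wild-type cells, limma with Benjamini-Hochberg adjustment called 8 genes at 0 h (5 higher and 3 lower in DKO cells), 8 at 24 h (2 higher and 6 lower) and 60 at 72 h (55 higher and 5 lower). At an unadjusted p under 0.05 the counts were 1523, 755 and 4193. Plain TPM moved the counts most, to 109 genes at 0 h, 250 at 24 h and 732 at 72 h. The median of all genes was higher in DKO than in wild-type cells by 0.29 (log2) at 0 h, 0.10 at 24 h and 0.49 at 72 h, and by 0.02, 0.01 and 0.11 in plain TPM. Mean spike-in normalized TPM of DKO cells was 47.7 ± 5.71 at 0 h, 33.0 ± 11.4 at 24 h and 39.1 ± 10.5 at 72 h (SD, n = 2), which is 0.692 and 0.821 of the DKO 0 h mean. As in wild-type cells, these means restate the factors. Relative to DKO 0 h, 3408 genes were called lower and 92 higher at 24 h, and 537 lower and 130 higher at 72 h. With a replicate block within each genotype, added after seeing the data, these counts were 6943 and 356 at 24 h and 2403 and 974 at 72 h. Their median log2 fold change was −0.49 at 24 h and −0.12 at 72 h, and the latter was 0.14 without DKO 72 h replicate 2.

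The difference between the DKO and the wild-type response to mTORi was also tested. At 24 h, 0 genes had a higher and 1 gene a lower response in DKO cells, with 223 genes at an unadjusted p under 0.05. The single gene was *Nupr1*, which was chosen after its values were seen, and the call was lost in plain TPM. At 72 h, 0 genes were called, with 181 at an unadjusted p under 0.05. With the replicate block within each genotype, 17 genes were called at 24 h (9 higher and 8 lower, *Nupr1* among the latter) and 0 at 72 h, with 684 at an unadjusted p under 0.05. In simulated data this test called 41.5% of 200 changed genes at 24 h and 47.5% at 72 h at a log2 change of 2, and 92% and 89% at 3. Across the 18232 genes, which are not independent replicates, the wild-type and DKO responses correlated with a Pearson r of 0.762 and a Spearman rho of 0.785 at 24 h, and with an r of 0.810 and a rho of 0.820 at 72 h. Between single libraries r ranged from 0.326 to 0.738 at 24 h and from 0.422 to 0.738 at 72 h.

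Among the genes called at 72 h, 57 spanned at least 200 bp and had no overlap between the libraries of the genotypes. The largest rises among them were those of *Gm20509*, *1700013H16Rik* and *Stra8*. *Gm20509* (ENSMUSG00000092310.2, chromosome 9, 73102470 to 73117920) was at 0.426 ± 0.602 TPM in wild-type and 13.3 ± 0.673 TPM in DKO cells (SD, n = 2), a log2 fold change of 3.40 (SE 0.53, adjusted p = 0.0068 from limma). It overlaps *Khdc3* and *Rsl24d1* on the same strand, so its value is uncertain. *1700013H16Rik* had a log2 fold change of 2.86 (SE 0.41, adjusted p = 0.0046). *Stra8* was at 63.1 ± 16.3 TPM in wild-type and 444 ± 146 TPM in DKO cells, a log2 fold change of 2.78 (SE 0.56, adjusted p = 0.041). The largest falls were those of *Spink1*, *Gm28625* and *Clca3b*. *Spink1* (ENSMUSG00000024503.2, chromosome 18, 43728069 to 43737237) was at 67.1 ± 0.0178 TPM in wild-type and 11.9 ± 1.81 TPM in DKO cells, a log2 fold change of −2.40 (SE 0.28, adjusted p = 0.00072). *Gm28625*, a lincRNA gene of 205 bp, had a log2 fold change of −2.25 (SE 0.40, adjusted p = 0.025). *Clca3b*, which overlaps *Gm16215* on the opposite strand and belongs to a gene family whose reads the counting could have split, had a log2 fold change of −2.19 (SE 0.46, adjusted p = 0.041). Before mTORi, at 0 h, 5 of these 6 genes already differed in the same direction between the genotypes. *1700013H16Rik* (2.62), *Spink1* (−1.59) and *Gm28625* (−2.69) were called at that time, *Stra8* (2.18) and *Clca3b* (−2.14) were not, and *Gm20509* was at −0.29.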

RNA-seq likewise revealed the divergent transcriptional state of *Tet1/2* DKO cells starting at 72 h (Fig. 3a,b, Extended Data Fig. 5a,b and Supplementary Table 1). These results show that (1) mTORi treatment shifts wild-type ES cells to a uniform, highly pluripotent state, (2) *Tet1/2* DKO cells are unable to maintain this pluripotent state, and (3) this defect arises concurrent with the increase of DNA methylation and, therefore, (4) TET activity is essential for maintenance of pluripotency during dormancy transition.

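Pluripotency was followed in the RNA-seq through 11 pluripotency-associated genes (*Pou5f1*, *Sox2*, *Nanog*, *Esrrb*, *Klf2*, *Klf4*, *Klf5*, *Tfcp2l1*, *Prdm14*, *Zfp42* and *Alpl*). In wild-type cells at 144 h, 10 of the 11 were lower than at 0 h and 5 were called lower (7 with a replicate block within each genotype, added after seeing the data), with log2 fold changes from −1.63 to 0.37. Their median of −0.63 lay above the all-gene median at that time, and 8 of the 11 genes lay above it. In plain TPM the direction flips, with 9 of the 11 genes higher than at 0 h, 4 of them called, and 1 gene called lower. *Nanog* (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) went from 703 ± 32.8 to 226 ± 6.58 TPM (SD, n = 2) from 0 h to 144 h, a log2 fold change of −1.63 (SE 0.34, adjusted p = 0.0013 from limma) that remained negative in plain TPM (−0.61). *Pou5f1* (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772) went from 2085 ± 0.0714 to 1028 ± 76.8 TPM, a log2 fold change of −1.02 (SE 0.27, adjusted p = 0.0057) against 0.0068 in plain TPM. *Pou5f1* overlaps *Gm19553* on the opposite strand.

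In *Tet1/2* DKO cells at 72 h, 10 of the 11 genes were lower than at 0 h and 9 lay below the all-gene median of the same comparison, against 6 of 11 in wild-type cells at 72 h. Only *Klf2* was called in DKO cells, with a log2 fold change of −1.22 (adjusted p = 0.028 from limma), and with the replicate block within each genotype *Nanog* was also called (−1.15, adjusted p = 0.0030). In plain TPM 6 of the 11 genes were lower in DKO cells at 72 h than at 0 h and 5 higher, 7 lay below the all-gene median, and 4 were called, 2 of them lower. Compared directly at 72 h, 0 of the 11 genes were called between the genotypes, 10 were higher in DKO cells and their median of 0.31 lay below the all-gene median. In plain TPM 5 of the 11 were higher. The difference in response at 72 h lay below the all-gene median for 10 of the 11 genes in spike-in normalized TPM (from −0.53 to 0.22) and in plain TPM (from −0.64 to 0.096), and 0 were called. Of a list of 25 genes that holds these 11, the *Tet* genes and the candidate TF genes, 24 were tested (*Fut4* was below the filter). Adjusted over the list alone, 13 were called in wild-type cells at 144 h (13 over all genes tested, and 18 with the replicate block within each genotype), and 1 between the genotypes at 72 h (1 over all genes tested), which was *Tet2*. A set of 20 naive pluripotency genes, 10 of which are among the 11, lay at −0.23 (log2) relative to the all-gene median in DKO against wild-type cells at 72 h (adjusted p = 0.014 from limma camera). At 24 h it also lay at −0.23 (adjusted p = 0.023 from camera, 0.026 from fry on median-centred values and 0.0016 on plain TPM), and at 0 h at 0.0056 (adjusted p = 0.42 from camera). A set of 11 formative and primed genes, which holds *Dnmt3a* and *Dnmt3b*, lay at −0.43 at 72 h (adjusted p = 6.3e-05). Both DKO libraries already lay below both wild-type libraries for this set at 0 h, before mTORi. Its mean log2 value against the median of all genes was then −0.048 and −0.11 in DKO and 0.15 and 0.20 in wild-type cells. At 72 h it was −0.10 and 0.047 in DKO and 0.60 and 0.29 in wild-type cells. With fry, a test that uses the correlation within the set, the naive set at 72 h had an adjusted p of 0.0060 on median-centred values and 0.0011 on plain TPM, and the formative and primed set 0.037 and 0.041. On spike-in normalized values, where fry tests against a change of 0, and with a correlation estimated for camera, neither set was called. Relative to the median of all genes of a library, the mean log2 value of the naive set was 3.78 and 3.73 in the DKO libraries at 72 h and between 4.00 and 4.31 in the other 12 libraries.

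The paper sets the RNA-seq beside the colony morphology, the alkaline phosphatase staining and the SSEA1 measurements of the same lines. From the divergence of DKO cells at 72 h in both SSEA1 and RNA-seq, at the time when DNA methylation rises, it concludes that TET activity is needed to keep cells pluripotent on the way into dormancy. Its evidence also includes *Tet* TKO cells, whose defect was rescued by wild-type but not by catalytic-dead *Tet1* or *Tet2*. With a TET inhibitor under mTORi, it reports a loss of wild-type but not of *Dnmt* TKO cells.

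**Figure D3:**
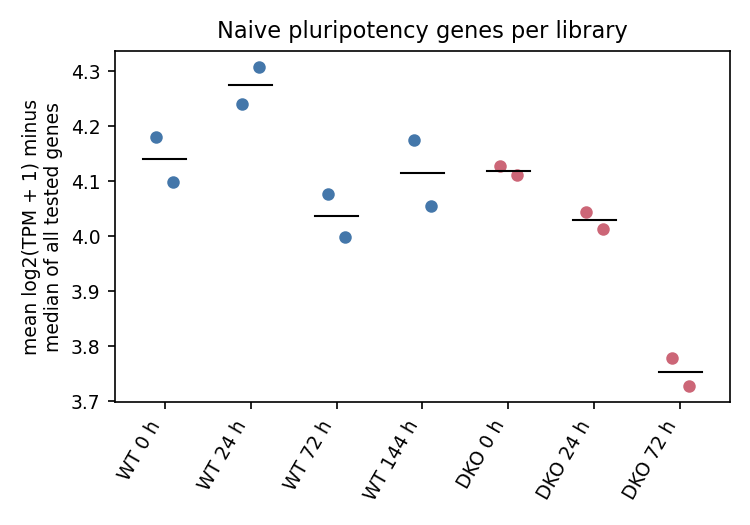
Mean log2 value of the 20 naive pluripotency genes in each library, relative to the median of all genes of that library. The *Tet1/2* DKO libraries at 72 h lie at 3.78 and 3.73, below the other 12 libraries, which lie between 4.00 and 4.31.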

**Fig. 3:**
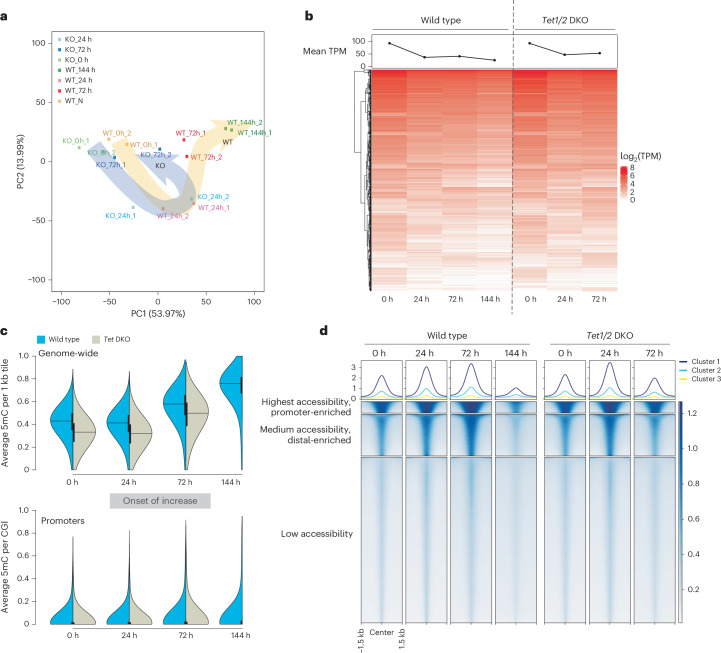
*Tet1/2* DKO ES cells fail to correctly rewire chromatin and install the transcriptional program of paused pluripotency. **a**, Principal components (PC) analysis (based on 5,000 most variable genes between 0 h and 144 h wild type) of all RNA-seq samples. *Tet1/2* DKO cells were collected until 72 h before differentiation of colonies. Two replicates were performed for all experiments. Sequencing depth and quality control parameters can be found in Extended Data Fig. 1a. *Tet1/2* DKO cells initiate the dormancy program but fail to fully establish it. **b**, Spike-in normalized bulk RNA-seq heatmap showing expression of all genes over time in wild-type versus *Tet1/2* DKO ES cells treated with mTORi. The line plot on top shows mean TPM at each time point. **c**, DNA methylation levels in wild-type versus *Tet1/2* DKO ES cells as mapped by whole genome bisulfite sequencing. Average DNA methylation levels of the entire genome in 1 kb tiles (top) or CpG islands (CGI) (bottom) are shown. Horizontal lines show the median; box plots within violin plots show interquartile range (IQR), and the whiskers show 1.5 IQR. **d**, The accessibility of regulatory elements in wild-type versus *Tet1/2* DKO ES cells as mapped by ATAC-seq. All accessible regions as determined by peak calling were clustered into three groups showing high, medium and low accessibility (clusters 1, 2 and 3, respectively).

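Principal components of all 14 RNA-seq libraries were computed from the 5000 genes with the largest difference between wild-type cells at 0 h and 144 h. PC1 held 67.4% and PC2 9.35% of the variance, and the share of PC1 moved most in plain TPM, to 41.5%. Each library was also projected on the line from the wild-type 0 h mean (position 0) to the wild-type 144 h mean (position 1) over all genes tested. Wild-type cells were at 0.437 ± 0.203 (SD, n = 2) at 24 h and at 0.536 ± 0.0421 at 72 h. *Tet1/2* DKO cells were at −0.161 ± 0.128 at 0 h, 0.372 ± 0.383 at 24 h and 0.176 ± 0.296 at 72 h (SD, n = 2). At 24 h the genotypes differed by less than the SD of either group. At 72 h DKO cells lay behind wild-type cells by 0.360 (SD 0.299). With each library left out in turn, the DKO position at 72 h ranged from −0.0337 (without DKO replicate 2) to 0.385 (without DKO replicate 1). In plain TPM the gap at 72 h was absent, with wild-type cells at 0.749 ± 0.0258 and DKO cells at 0.759 ± 0.0527. Measured from their own 0 h position, wild-type cells had moved by 0.536 and DKO cells by 0.337 (SD 0.323) at 72 h, and in plain TPM by 0.749 and 0.632 (SD 0.0541).

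**Figure D4:**
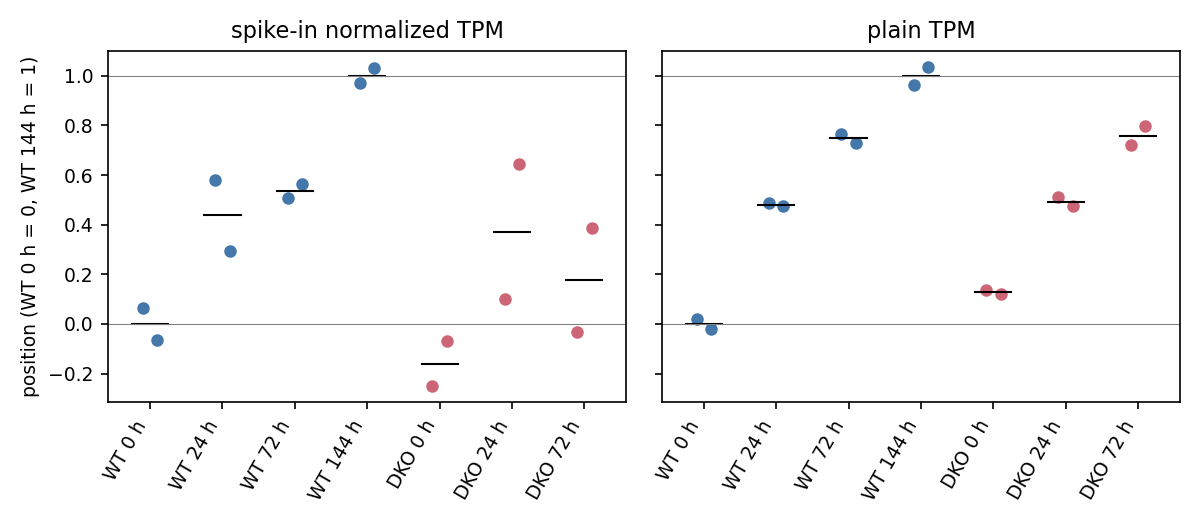
Position of each library on the line from wild-type 0 h (0) to wild-type 144 h (1), in spike-in normalized and in plain TPM. At 72 h the DKO mean is 0.176 against 0.536 in wild type in spike-in normalized TPM. In plain TPM it is 0.759 against 0.749, a difference within the SD of the DKO libraries (0.0527).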

### *Tet1/2* DKO ES cells fail to transition to paused pluripotency

To further probe the requirement for TET function in dormancy transition, we next compared DNA methylation, and chromatin accessibility patterns of *Tet1/2* DKO and wild-type cells. *Tet1/2* DKO cells were sampled at 0, 24 and 72 h before pluripotency defects became obvious in culture (Fig. 3c). Global DNA methylation was similarly increased in wild-type and *Tet1/2* DKO cells during the course of the mTORi treatment (Fig. 3c and Extended Data Fig. 5c). This suggests that TET activity is probably not required throughout the genome, but rather at specific regulatory elements, consistent with previous findings^29^. Chromatin accessibility at regulatory elements was prematurely reduced already at 72 h in *Tet1/2* DKO cells, compared to 144 h in wild type (Fig. 3d). Taken together, loss of TET activity compromised the adaptation of pluripotent cells to dormancy conditions. 

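In wild-type cells under mTORi, 0 of the 3 *Tet* genes were called at 24, 72 or 144 h. With a replicate block within each genotype, added after seeing the data, *Tet2* (adjusted p = 0.019 from limma) and *Tet3* (adjusted p = 0.0086) were called lower at 144 h. *Tet1* was at 347 ± 3.88 spike-in normalized TPM (SD, n = 2) at 144 h, and its log2 fold change from 0 h was 0.07 (SE 0.29, adjusted p = 0.90 from limma) at 24 h, 0.20 (SE 0.29, adjusted p = 0.70) at 72 h and −0.24 (SE 0.29, adjusted p = 0.49) at 144 h. *Tet2* was at 136 ± 10.3 TPM at 144 h, with log2 fold changes of −0.17, −0.20 and −0.60 (SE 0.28 each, adjusted p = 0.73, 0.69 and 0.078). *Tet3* (ENSMUSG00000034832.15, chromosome 6, 83362373 to 83459084) was at 13.6 ± 1.17 TPM at 0 h and 7.96 ± 0.364 TPM at 144 h, with log2 fold changes of −0.09, −0.05 and −0.70 (SE 0.33 each, adjusted p = 0.90, 0.94 and 0.079). *Tet3* overlaps genes on both strands, so part of its low value can come from their reads. Relative to the all-gene median at 144 h, *Tet1* lay 0.59, *Tet2* 0.23 and *Tet3* 0.13 higher. The direction at 144 h flips in plain TPM, where *Tet1* was higher by 0.79 (adjusted p = 0.00029 from limma), *Tet2* by 0.42 (adjusted p = 0.033) and *Tet3* by 0.23 (adjusted p = 0.20). The methylation writers *Dnmt1* (−0.83), *Dnmt3a* (−1.23) and *Dnmt3b* (−0.83) and the cofactor genes *Dnmt3l* (−1.40) and *Uhrf1* (−1.41) were each called lower at 144 h. In plain TPM 0 of these 5 genes were called, with *Dnmt1* at 0.20, *Dnmt3b* at 0.19, *Dnmt3a* at −0.21, *Dnmt3l* at −0.38 and *Uhrf1* at −0.39. *Dnmt3a*, *Dnmt3b* and *Dnmt3l* overlap genes on the opposite strand.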

Robust expression of *Tet* genes during dormancy transition further underlines their critical role (Extended Data Fig. 5d,e).

### TETs demethylate DNA at distal regulatory elements

To pinpoint specific genomic sites that require TET activity during the transition into dormancy, we next profiled TET1 and TET2 binding in wild-type cells via CUT&Tag (Fig. 4a,b). Similar to previous studies, we found that TETs bind thousands of regions throughout the genome (Fig. 4a). However, the vast majority of them show no further increase in DNA methylation in their absence. To identify sites where the DNA demethylation activity of TETs is relevant, we filtered the TET-bound targets to those that (1) are protected from methylation increase in wild-type cells and (2) show at least a 10% increase in methylation in *Tet1/2* DKO cells compared to wild type at 72 h (Fig. 4a). We identified 5,164 such ‘TET-dormancy targets’, which TET1 and/or TET2 keep lowly methylated despite the global increase in methylation (Fig. 4b–e and Extended Data Fig. 6a). Among these, 1,223 are bound by both TET1 and TET2, 3,646 are bound only by TET1 and 295 are bound only by TET2 as detected by our methods (Fig. 4b). Among ‘TET-dormancy targets’ we find enriched ES cell enhancers (10% and 13% of targets are active and primed enhancers, respectively) and repetitive elements, particularly of the L1Md family of LINE1 repeats (33% of targets) (Fig. 4b). The ‘Other’ cluster contains a variety of repetitive elements other than L1Md family LINE1 repeats.

**Fig. 4:**
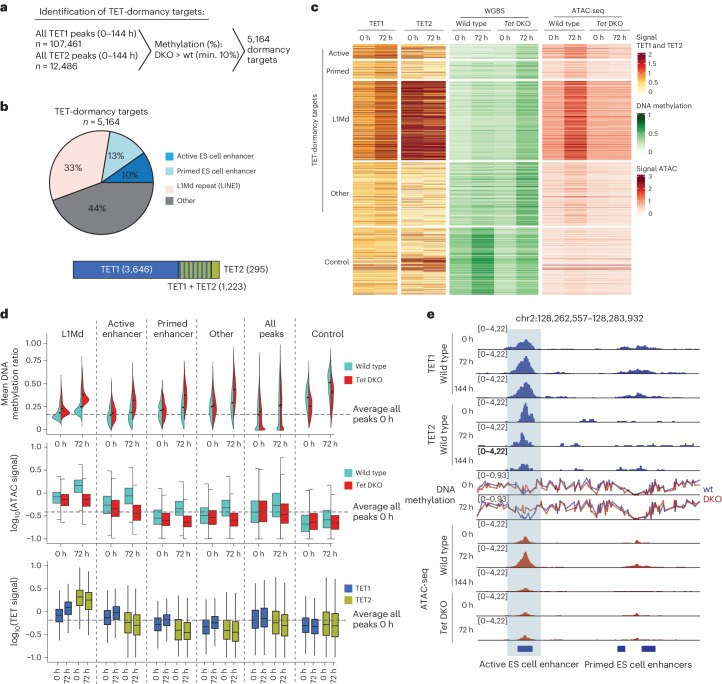
TETs counteract DNA methylation at ES cell enhancers and young LINE1 elements. **a**, Identification of TET-dormancy targets. Sites that are bound by TET1 and/or TET2 in the wild type (wt) and that are kept demethylated by TET activity (that is, methylation is increased only in the *Tet1/2* DKO at a minimum (min.) of 10%) are specified as targets. **b**, Pie chart showing the distribution of different genomic features within TET-dormancy targets. The bar plot shows TET1- and/or TET2-bound targets as determined by CUT&Tag. The ‘Other’ cluster contains a variety of repetitive elements other than L1Md family LINE1 repeats, with no specific enrichment. **c**, A heatmap showing mean levels of TET occupancy, DNA methylation and chromatin accessibility at TET-dormancy targets in wild-type versus *Tet1/2* DKO ES cells over time during mTORi treatment. Control: 2,000 random sites with increased DNA methylation in wild-type cells at 72 h compared to 0 h. Accompanying heatmaps showing signal distirubution can be found in Extended Data Fig. 6a. **d**, Quantification of data shown in **c** versus all TET peaks. The dashed lines show the median signal at all TET peaks in wild-type ES cells at 0 h. The horizontal lines show the median; the box plot within violin plots shows interquartile range (IQR), and the whiskers show 1.5 IQR. **e**, Genome browser view of an example TET-dormancy target active enhancer and a neighboring nontarget primed enhancer.

TET-dormancy targets, an example of which is shown in Fig. 4e, are demethylated in normal proliferative ES cells, in both wild-type and *Tet1/2* DKO backgrounds. Therefore, TET activity is dispensable at these sites under normal ES cell culture conditions, and probably in normal blastocysts. However, a specific dependency on TET activity arises in dormancy. Taken together, we conclude that TET catalytic activity is required to protect a subset of ES cell enhancers and L1Md repeats from increase in DNA methylation, which may be detrimental to their function during or after dormancy.

### TF accumulation at TET-dormancy targets

Why is TET activity required at these specific targets during the transition to dormancy? We hypothesized that DNA demethylation by TET enzymes could alter the binding of methylation-sensitive TFs at dormancy targets, thereby potentially affecting the activity of the regulatory elements. To address this possibility, we first performed TF motif enrichment analysis of the underlying DNA sequence (Fig. 5a). TF motif enrichment analysis revealed that a notable proportion (~30%) of TET-dormancy targets have binding sites for methylation-sensitive TFs such as YY1, TFE3, ZFP57, and KLF4 (refs. ^31–34^). In contrast, core pluripotency factors, some of which have been shown to interact with TETs (for example, NANOG^35^), are not notably enriched above background at TET-dormancy targets.

**Fig. 5:**
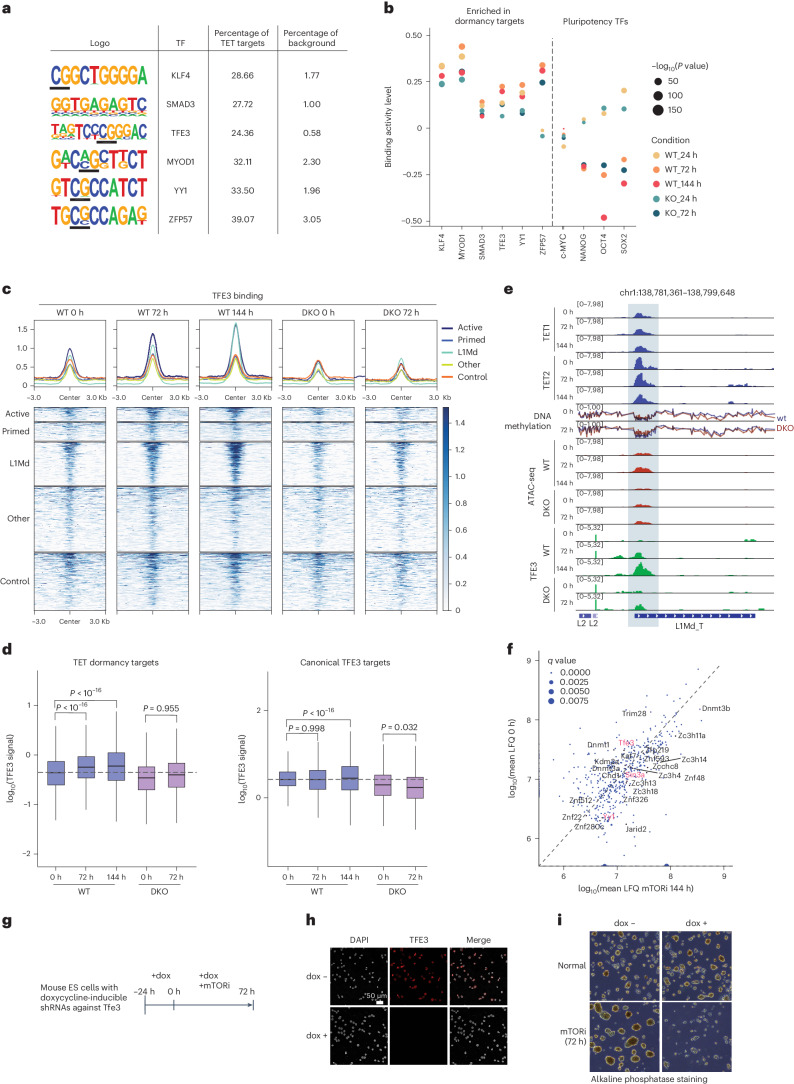
TET activity at dormancy targets mediates TF binding. **a**, TF motif enrichment analysis at TET-dormancy targets. The presented motifs are all significant with *P* value <0.0001. **b**, TF footprinting^36^ analysis of predicted TET-activity-coupled TFs versus classical pluripotency TFs. ATAC-seq signal from wild-type and *Tet1/2* DKO cells was used. TFE3, YY1 and ZFP57 footprints are elevated and remain high at 144 h in wild-type cells compared to *Tet1/2* DKO cells. In contrast, footprints of pluripotency-associated TFs are reduced. Significance (*P* values) of the binding activity of TFs was derived with the BINDetect function of the TOBIAS package. **c**, Levels of TFE3 binding at TET-dormancy targets versus controls, mapped by CUT&Tag. TFE3 occupancy increases over time specifically at sites that are kept demethylated by TETs, and particularly at L1Md repeats and active enhancers. Accompanying quantifications are in **d** and Extended Data Fig. 6b. **d**, Quantification of data shown in **c** versus canonical TFE3 targets (as identified by peak calling at *t* = 0 h). The dashed lines show the median TFE3 signal in wild-type (WT) ES cells at 0 h. Statistical test is a one-way ANOVA with Tukey’s multiple comparison test. Horizontal lines denote the median, and lower and upper hinges denote the first and third quartiles. The whiskers denote 1.5 times the interquartile range. **e**, Genome browser view of an example TET-dormancy L1Md repeat showing TET and TFE3 occupancy, DNA methylation and genome accessibility. **f**, Proteins co-precipitated with TET1, as identified by IP–MS. Label-free quantification (LFQ) values are plotted. **g**, The experimental outline of inducible TFE3 knockdown (*Tfe3* iKD) and mTORi treatment. **h**, IF images showing efficient knockdown of TFE3 expression after 24 h of doxycycline (dox) treatment. The images are representative of two biological replicates. **i**, Alkaline phosphatase staining of control or *Tfe3* iKD ES cells with or without mTORi treatment. *Tfe3* iKD ES cells lose pluripotent colony morphology and marker expression after 72 h of mTORi culture. The images are representative of two biological replicates. Source data

To further probe potential TF binding at TET-dormancy targets, we examined TF ‘footprints’ in ATAC-seq data^36^. Candidate TFs (from Fig. 5a), but not canonical pluripotency-associated TFs, showed increased footprints in wild-type cells during dormancy transition, but not as much in *Tet1/2* DKO cells (Fig. 5b). In contrast to candidate TFs, pluripotency TFs showed reduced footprints, particularly at 144 h, in wild-type ES cells, hinting at the shutdown of the transcriptional network of pluripotency. Therefore, pluripotency is maintained and even enhanced (Fig. 2f) in the paused state, even though the transcriptome is largely repressed and canonical pluripotency TFs may be disengaged from their chromatin targets. These observations bring to surface the unique regulation of pluripotency in dormancy.

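The expression of candidate TF genes was read from the wild-type RNA-seq time course. *Tfe3* (ENSMUSG00000000134.17, chromosome X, 7762560 to 7775202) was at 91.4 ± 11.9 spike-in normalized TPM at 0 h, 66.3 ± 10.6 at 24 h, 80.6 ± 17.8 at 72 h and 51.9 ± 2.98 at 144 h (SD, n = 2). Its log2 fold change at 144 h was −0.80 (SE 0.29, adjusted p = 0.029 from limma), which is 0.03 from the all-gene median and 0.21 in plain TPM (adjusted p = 0.34). *Yy1* was at 81.7 TPM at 0 h and 43.4 TPM at 144 h, a log2 fold change of −0.90 (SE 0.30, adjusted p = 0.019) that turns to 0.11 in plain TPM. *Zfp57* was at 785 TPM at 0 h and 468 TPM at 144 h, a log2 fold change of −0.74 (SE 0.26, adjusted p = 0.026) that turns to 0.28 in plain TPM. *Klf4* was at 146 ± 7.65 TPM at 0 h, 314 ± 76.6 at 24 h, 240 ± 3.77 at 72 h and 188 ± 13.9 at 144 h (SD, n = 2). Its log2 fold change was 1.08 (adjusted p = 0.063 from limma) at 24 h, 0.72 (adjusted p = 0.22) at 72 h and 0.37 (adjusted p = 0.40) at 144 h, where it lay 1.20 above the all-gene median and was called in plain TPM (1.39, adjusted p = 0.00094). With a replicate block within each genotype, added after seeing the data, *Klf4* was called higher at 24 h (adjusted p = 0.0012) and 72 h (adjusted p = 0.020). At 72 h *Tfe3* (−0.19), *Yy1* (−0.44) and *Zfp57* (−0.06) were not called.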

To test whether the above computational predictions represent actual changes in TF binding, we chose TFE3 from among the expressed candidate TFs and profiled its binding at (1) TET-dormancy targets, (2) control regions that are bound by TETs but do not show increase in methylation and (3) canonical TFE3 targets that are bound by TFE3 but are not among TET-dormancy targets (Fig. 5c–e and Extended Data Fig. 6b,c). TFE3 is a nutrient-sensitive TF that has been shown to translocate into the nucleus in response to inhibition of the PI3K/mTOR pathway, making it a highly interesting candidate TF in the context of mTORi-induced dormancy^37–40^. Additionally, TFE3 has been recently predicted to be a methylation-sensitive pluripotency TF via a single-molecule multi-omics approach^41^. Genome-wide profiling revealed TFE3 accumulation at TET-dormancy targets in wild-type cells at 72 h and further at 144 h of mTORi treatment (Fig. 5c–e). Neither control regions nor canonical TFE3 targets showed increased TFE3 binding, suggesting that presence of TETs alone does not suffice to increasingly recruit this TF. TET-dormancy targets showed less TFE3 binding in *Tet1/2* DKO cells already at 0 h and failed to accumulate it over time (Fig. 5c,d and Extended Data Fig. 6c). Notably, TFE3 levels remained high in wild-type cells at 144 h of treatment, despite lower chromatin accessibility (Fig. 5c–e). Thus, the globally less active genome of dormant cells contains sites that remain bound by TETs and TFE3 at 144 h.

To corroborate TET–TF interactions strongly suggested by our analysis and test whether TETs and TFs interact biochemically, we performed native (no crosslinking) immunoprecipitation (IP)–mass spectrometry (MS) using an ES cell line that carries a Flag tag at the endogenous *Tet1* locus^26^ (Extended Data Fig. 6d). Untagged wild-type cells were used as control. Via this approach, we detected 553 proteins that were enriched only in the *Tet1*-Flag cell line and not in wild-type cells (Fig. 5f and Supplementary Table 2). TFE3 and YY1, along with the known TET1 interactors such as SIN3A, were detected in both normal and mTORi ES cells (Fig. 5f). These data support a model where TETs and methylation-sensitive TFs may co-occupy genomic targets in dormant cells.

Finally, to test whether TFE3 itself is functionally relevant for the maintenance of pluripotency in dormancy, we generated an inducible *Tfe3*-knockdown ES cell line to selectively deplete TFE3 during dormancy transition (Fig. 5g). TFE3 was fully depleted upon doxycycline treatment (Fig. 5h). Depletion of TFE3 in normal ES cell culture did not change the colony morphology or activity levels of the pluripotency marker alkaline phosphatase yet led to differentiation of ES cell colonies under dormancy conditions (Fig. 5i). Overall, these data suggest that TETs and TFE3 interact biochemically and genetically to safeguard pluripotency as cells transition into dormancy.

### L1Md expression and TET binding in dormancy

TFE3 accumulated above-average levels particularly at active L1Md repeats and at active enhancers. We then asked whether increased TET and TFE3 binding leads to increased transcriptional output of these targets. We first examined expression levels of all L1Md repeats by mapping RNA-seq data from wild-type and *Tet1/2* DKO cells to the consensus sequence of each repeat (Fig. 6a). Expression of L1Md repeats was higher in wild-type cells compared to *Tet1/2* DKO at 0 h. Notably, L1Md_Tf, L1Md_Gf and L1Md_A repeats, which are the specific elements bound by TETs, were transiently upregulated at 24 h of treatment in wild-type cells, while most other L1Md elements as well as other LINEs and LTRs were not (Fig. 6a). The upregulated repeats are evolutionarily younger^42^ elements (Fig. 6b) that have intact 5′ ends that allow transcription^42–44^. Their transient upregulation depends on TET activity, as revealed by their inertness in *Tet1/2* DKO cells. In striking contrast, most other L1Md elements were upregulated in *Tet1/2* DKO cells at 72 h of treatment, signaling overall transcriptional deregulation (Fig. 6a).

**Fig. 6:**
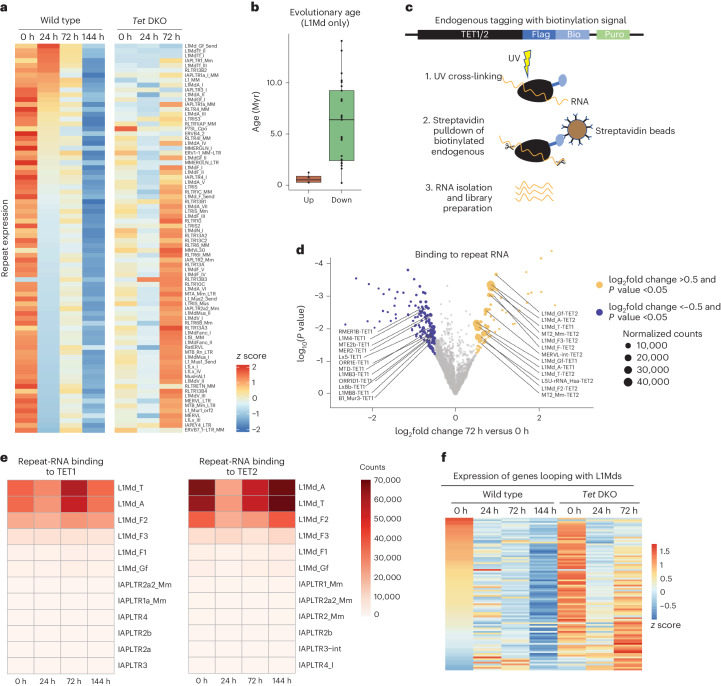
Expression and TET binding of young LINE1 elements in ES cells during the transition into dormancy. **a**, The expression levels of repetitive elements in wild-type and *Tet1/2* DKO ES cells at indicated time points of mTORi treatment. Reads were mapped to the consensus sequence of each repeat retrieved from RepBase^69^. L1Md repeats are transiently upregulated at 24 h of mTORi treatment. **b**, The evolutionary age of LINE1 repeats that are upregulated versus downregulated at 24 h of mTORi in wild-type cells. The horizontal lines denote the median, and lower and upper hinges denote the first and third quartiles. The whiskers denote 1.5 times the interquartile range. The dots show individual values. **c**, Schematics of the FLASH^46^ experiment to map TET-bound RNAs. The protocol allows stringent washes due to streptavidin-mediated capture. **d**, A volcano plot showing RNAs that are differentially bound to TET1/2 at 72 h compared to 0 h of mTORi versus 0 h. Both TET1 and TET2 bind L1Md repeats. Differential binding at 24 and 144 h is shown in Extended Data Fig. 7c. *P* values and log_2_ fold changes were derived using DEseq2. **e**, Binding of L1Md and IAPLTR repeat RNAs to TET1/2 at all time points. Note that IAPLTRs are also transiently upregulated (shown in **a**) but do not bind TETs. **f**, The expression levels of genes in putative contact with L1Md promoters. Contact was determined by analysis of published HiC datasets^49^ (Methods) with a contact probability >15. TET activity at L1Md elements is uncoupled from transcription during dormancy. Source data

TET–RNA interactions have been documented to mediate cellular transitions^45^. Therefore, we next asked whether TETs bind the upregulated L1Md RNAs in cells transitioning into dormancy. To capture RNAs bound to TET1/2 proteins, we knocked in biotin-receptor tags into endogenous *Tet1/2* loci and performed FLASH (fast ligation of RNA after some sort of affinity purification for high-throughput sequencing)^46^ (Fig. 6c and Extended Data Fig. 7a,b). TETs and interacting RNAs were isolated after crosslinking via streptavidin binding and stringent washes (Fig. 6c). Wild-type cells were used as control. FLASH revealed increased binding of L1Md repeat RNAs to TET1 and TET2 at 72 h or 144 h, but not at 24 h (Fig. 6d,e and Extended Data Fig. 7c). Since these repeats are highly transcribed at 24 h, their binding to TETs is probably not co-transcriptional. In contrast, other repeats that are transcribed at 72 h such as IAPLTR1a_Mm did not show TET binding. Overall, the most abundant repeat RNAs that interact with TETs belonged to L1Md_A, L1Md_T, and L1Md_F elements (Fig. 6e). LINE–TET interactions may promote or stabilize TET occupancy and regulate chromatin accessibility at 72 h.

LINE1 repeats have been proposed to function as enhancers in ES cells^47,48^. To probe whether TET binding at LINE1 repeats and de facto ES cell enhancers induce transcription, we set out to identify genes that may be regulated by these elements. By using HiC contact maps and H3K27 acetylation tracks^49^, we isolated gene promoters putatively looping with TET-dormancy targets^49^(see Methods for details). These putative target genes were mostly downregulated at 72/144 h (Fig. 6f and Extended Data Fig. 7d). As such, TET/TF activity at dormancy targets appears to be largely uncoupled from gene expression and may instead poise them for use at a later time point, namely after release of cells from dormancy.

### Chromatin dynamics at TET-dormancy targets

To investigate the possibility of TET/TF-mediated chromatin poising, we next investigated chromatin dynamics at TET-dormancy targets over time during entry and exit from dormancy (‘pause’ versus ‘release’). The transcription-regulatory histone modifications H3K4me1, H3K27ac and H3K4me3 were profiled (Fig. 7 and Extended Data Figs. 8a,b and 9a–c). While control regions showed stable levels of these marks over time, TET-dormancy targets underwent dynamic changes within the first 96 h of dormancy entry and first 48–72 h of release (Fig. 7a and Extended Data Fig. 8a). H3K27ac and H3K4me1 levels increased at TET-target active ES cell enhancers during pausing in wild-type cells, while *Tet1/2* DKO cells showed a muted response (Fig. 7a,b). The TET-target active enhancers retained these marks, at original levels or higher, throughout the duration of pausing despite global transcriptional repression (Fig. 7a,b and Extended Data Figs. 8b and 9). In contrast, H3K27ac reduced at other active ES cell enhancers over time (Fig. 7c,d). TET targets responded dynamically upon release in wild-type, but not *Tet1/2* DKO, cells (Fig. 7d). Paused-then-released *Tet1/2* DKO cells showed earlier compromise in SSEA1 expression compared to *Tet1/2* DKO cells in pause (starting at 48 h versus 72 h), suggesting that TET activity may also contribute to pluripotency maintenance at reactivation (Fig. 7e).

**Fig. 7:**
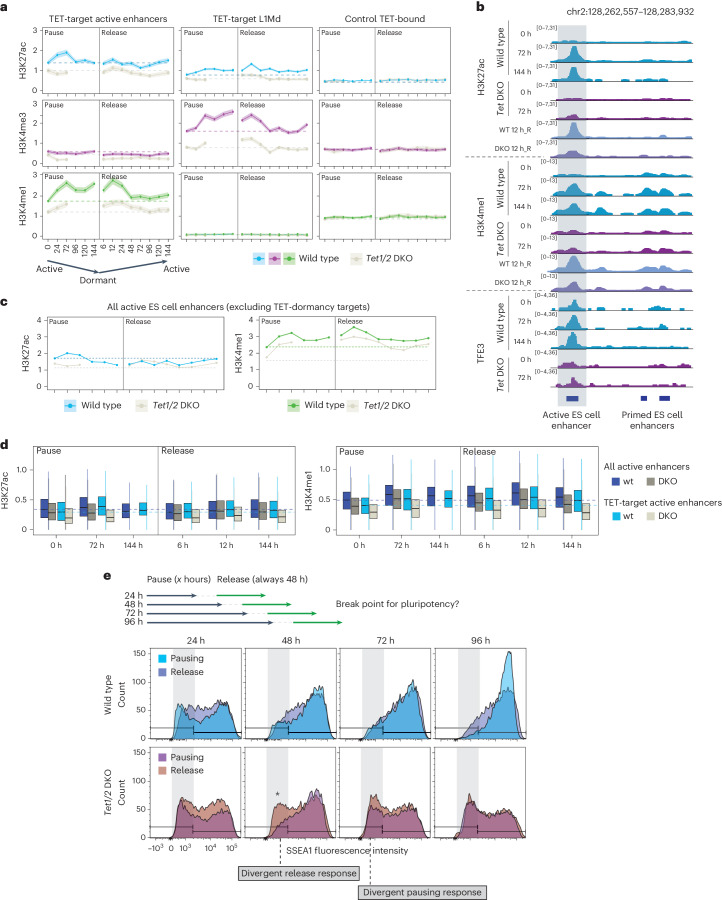
Chromatin dynamics at TET-dormancy targets during dormancy entry and exit. **a**, Levels of the indicated histone marks at TET-target active enhancers and L1Mds as well as control regions in wild-type and *Tet1/2* DKO cells over a 144 h time course of mTORi-mediated pausing and release. *Tet1/2* DKO cells were paused for 72 h and then released to avoid loss of pluripotent colonies. The lines show mean values, and the shading shows the confidence interval. The dashed lines denote levels of each mark at 0 h in the color-corresponding genetic background. Extended Data Figs. 8 and 9 contain extended overviews of other TET-dormancy targets and pausing durations up to 15 days. **b**, Genome browser view of chromatin dynamics at the same active ES cell enhancer shown in Fig. 4e. The enhancer fails to accumulate H3K4me1 and H3K27ac as well as TFE3 in *Tet1/2* DKO cells during pausing and at release. **c**, Levels of shown enhancer marks in all active ES cell enhancers excluding TET-dormancy targets. H3K27ac levels decline below 0 h after 96 h and only reach original levels at 120 h of release. The lines show mean values, and the shading shows the confidence interval. **d**, Quantifications of the shown enhancer marks in all versus TET-target active enhancers. The dashed lines denote levels of each mark at 0 h in the color-corresponding genetic background. TET targets acquire acetylation earlier than all enhancers in released wild-type (wt) cells and show larger deficit in *Tet1/2* DKO. The vertical lines of box plots denote the median, and lower and upper hinges the first and third quartiles, respectively. Whiskers extend no further than 1.5 times the interquartile range from the lower and upper hinge, respectively. **e**, Flow cytometry analysis of the pluripotency marker SSEA1 during pausing and after release in wild-type and *Tet1/2* DKO cells. At 48 h of pausing, *Tet1/2* DKO cells appear similar to wild type in SSEA1 expression pattern, but already show defective reactivation.

### Modulating TET activity affects embryo pausing

Finally, we investigated the functional requirement for TETs directly in embryos (Fig. 8). For this, we combined genetic and pharmacological loss- and gain-of-function approaches to modulate TET activity and scored embryo survival duration and efficiency in the dormant state. First, we generated *Tet1/2/3* TKO or *Tet1/2* DKO embryos by electroporating zygotes with Cas9–guide RNA (gRNA) mixes (Fig. 8a and Extended Data Fig. 10a). Knockout (KO) validation was done by (1) transferring the TKO embryos to surrogate females and embryo phenotyping at E8.5 and (2) quantitative reverse transcription polymerase chain reaction (RT–qPCR) (Extended Data Fig. 10b,c). This approach yielded at least heterozygous loss of all *Tet* genes in all tested embryos (Extended Data Fig. 10b). The resulting embryos showed delayed or arrested development at post-implantation stages as shown earlier^18,19^ (Extended Data Fig. 10c). Blastocyst formation was not compromised.

**Fig. 8:**
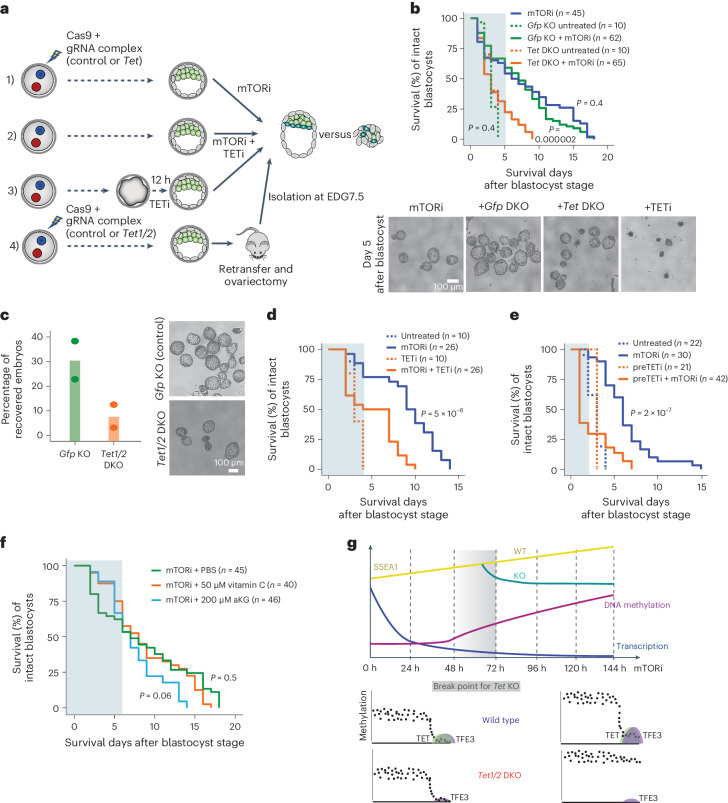
Loss- and gain-of-function perturbations underline the requirement for TET activity in diapause. **a**, Workflow of genetic and pharmacological TET loss-of-function experiments. **b**, Top: survival curves of *Tet* DKO and control blastocysts in culture. *n*, number of embryos used in each experiment. Statistical test is log-rank test (R package survdiff) comparing each condition to mTORi-only pausing. The time window in which wild-type and *Tet* loss-of-function embryos show the most divergent response is highlighted. Bottom: brightfield images of representative embryos captured on indicated days of pausing. The same criteria are applied in **d**–**f**. **c**, Left: in vivo diapause efficiency of retransferred control or *Tet1/2* DKO blastocysts. TET deficiency significantly reduces the recovery rate after in vivo diapause. Right: representative brightfield images. **d**, Survival curves of control, TETi- and TETi + mTORi-treated blastocysts in culture. *n*, number of embryos used in each experiment. **e**, The same as in **d** but with pretreatment of embyos with TETi for 12 h before blastocyst stage. **f**, Survival curves of mTORi-treated blastocysts supplemented with TET cofactors. **g**, Model summarizing the global changes in transcription, DNA methylation and pluripotency status during the transition into dormancy. Bottom panels illustrate the locus-specific regulation at TET-dormancy targets and include DNA methylation levels, TET and TFE3 binding in wild-type and *Tet1/2* DKO cells. Source data

*Tet* DKO embryos showed limited capacity to establish dormancy in both in vitro and in vivo diapause models (Fig. 8b,c). *Tet* TKO recapitulated this finding, albeit less significantly, which may be due to less efficient Cas9-assisted targeting in this setup (Extended Data Fig. 10d). A similar but more pronounced effect was seen when embryos were treated with the TET inhibitor Bobcat339, which blocks its capacity to convert 5mC to 5hmC^50,51^ (Fig. 8d and Extended Data Fig. 10e). Survival was further compromised when embryos were pretreated with Bobcat339 for 12 h before the start of mTORi treatment at the blastocyst stage, underlining the importance of TET activity in capacitating cellular transitions to come (Fig. 8e). Finally, supplementing embryos with the TET cofactors α-ketoglutarate or vitamin C^52^ (Fig. 8f) increased embryo survival rates, particularly within the first 4–5 days of mTORi treatment, to over 80% (Fig. 8f). These results show that modifications to embryo culture media based on discovered mechanisms of dormancy can improve the efficiency of in vitro diapause. Overall, we describe here a mechanism by which TET DNA demethylases, together with TFs, mediate chromatin adaptations that ensure maintenance of pluripotency throughout dormancy and may restart pluripotency programs at reactivation.

## Discussion

Embryonic diapause has remained an enigma since its discovery in 1854. Recent progress^3–6,8,28,53–57^ started to illuminate the regulation of dormancy at the cellular level, yet we are missing answers to at least two critical questions: (1) Is low anabolic activity sufficient to induce diapause at the cellular level? (2) If not, which other mechanisms ensure faithful propagation of this dormant state? We find here that TET DNA demethylase activity is required to counteract the increase in DNA methylation at a set of regulatory elements in dormancy. Importantly, although *Tet1/2* DKO ES cells initially show signs of a successful transition into dormancy including a transcriptional profile similar to wild-type ES cells, they fail to establish the stable paused pluripotent state. The onset of this failure appears to be the increase in DNA methylation. In the absence of TET activity, ES cell regulatory elements lack dynamic chromatin adaptations including consolidated enhancer marks and recruitment of methylation-sensitive TFs, resulting in loss of pluripotency (Fig. 8g). These results support a model of diapause that requires more than just decreased anabolic activity.

Increase in DNA methylation normally occurs after implantation of the blastocysts into the uterus and is thought to be incompatible with naive pluripotency. We observed in both in vitro- and in vivo-diapaused embryos increased DNA methylation compared to normal blastocysts. Thus, diapause features a mismatch between the methylation status and the developmental stage of the embryo. Interestingly, methylation decreases after reactivation of the diapaused embryo, suggesting that high DNA methylation may indeed be incompatible with peri-implantation events. Based on our results, TET activity is probably necessary during diapause and in the early reactivation phase before DNA methylation reaches its normal levels. In this context, it would be informative to block the decrease of DNA methylation during reactivation to test whether a methylated blastocyst can implant and resume development.

Why is TET activity required specifically at the identified dormancy targets? Through TF motif and footprinting analyses and experimental validations, we show the accumulation of TFE3 at sites that are demethylated by TETs, specifically in dormancy conditions. Since this binding is diminished in *Tet1/2* DKO ES cells, we conclude that the DNA demethylase activity of TETs is required for the binding of these TFs. In most cases, binding and activity of TETs as well as TFs are linked to accessible chromatin and active transcription. Unlike this conventional function, increased TET activity, TF accumulation and the subsequent enrichment of histone marks do not appear to drive gene expression in the paused state. Yet, TET and TF binding are retained even at 144 h. Due to the transcriptional inertness of these bound factors, we hypothesize that the TET/TF accumulation at dormancy targets may ‘bookmark’ these sites either to protect critical pluripotency regulatory elements from permanent silencing and/or to poise them for reuse at the onset of reactivation. Genomic bookmarking is employed to propagate transcriptional programs through mitosis^58,59^; however, bookmarking for longer periods has not been documented. It will also be of high interest to test whether a similar mechanism may be used by adult tissue stem cells to support dormancy-reactivation cycles that enable tissue regeneration.

TET-dependent DNA demethylation of enhancers has been shown in the recent years to mediate several cellular transitions, from hormone response^60^ to cellular reprogramming^61^ and differentiation^23,62,63^. TET loss of function led to enhancer methylation and compromised cellular adaptation in several of these cases; therefore, TETs are evidently critical for timed deployment of enhancers at cell state transitions. Prevalent among the regions regulated by TETs in this fashion are ES cell enhancers and evolutionarily young LINE1 elements. Like enhancers, young copies of LINE1 repeats were shown to be bound by TETs, albeit with no effect on the transcription of the repeat itself^22^. It has been proposed that 5′ ends of young LINE1 repeats function as active enhancers in ES cells^47,48^. By analyzing HiC contact maps^49^, we did detect potential looping between TET-target LINEs and gene promoters, but these interactions did not induce the expression of target genes. Young LINE1 elements play a role in decondensing chromatin in early mammalian development^64^, and thus, they may play a role in the chromatin adaptations described here.

The necessity for TET activity at enhancers was mechanistically illuminated in the recent years by two groups that showed a methylation–demethylation arms race between TETs and DNMTs^14,27^. DNA methylation levels of enhancers, as determined by the outcome of the arms race, define the TF profile of the enhancer by modulating the engagement of methylation-sensitive TFs. Indeed, the main cause of repression by 5mC at distal elements was recently revealed to be altered TF binding, as opposed to binding of methyl-recognizing repressive proteins such as methyl-CpG-binding proteins^65^. Our results support this model by showing diminished binding of TFE3 at TET-targets in *Tet1/2* DKO cells. A more general multi-omics analysis also identified sensitivity to DNA methylation as a major determinant of binding strength for several TFs^41^. In support of our findings, TFE3 was identified as a methylation-sensitive pluripotency-associated TF with increased binding to unmethylated sequences^41^. Our TF motif enrichment and footprinting analysis suggests that YY1 and ZFP57, two known regulators of LINE1 elements that are also methylation sensitive^24,32,33^, may behave similarly to TFE3 in marking LINE1 repeats in dormancy. Thus, even though we focus only on TFE3, our findings are likely to be applicable to other TFs. Targeting dormant cells is one of the main frontiers in improving the prognosis of patients battling cancer. It has been recently shown that cancers dormancy resembles the signature of diapause^66,67^. Our data suggest that the distinct TF footprints of dormant cells can potentially be used to detect, distinguish and even target dormant cells in disease.

Our findings of the increased efficiency of in vitro diapause via supplementation of TET cofactors support the notion that ES cells can be used as a discovery tool to improve embryo cultures. We have recently used an analogous approach to identify metabolic constraints on in vitro-paused embryos^6^. These two independent cases of improving in vitro diapause with metabolite supplementations encourage to use ES cells/induced pluripotent stem (iPS) cells of other species to identify conditions that may support embryo culture and pausing.

In summary, our findings highlight the two-faceted nature of dormancy: (1) elimination of anabolic activity to conserve energy, which is an expected outcome of mTOR inhibition, and (2) active rewiring of chromatin to tolerate the genome silencing that arises as a result of step 1. Our results showing the requirement of active clearance mechanisms are a testament to the dynamic nature of the dormant state of diapause.

## Methods

### Animal experimentation

Animal experiments were performed according to local animal welfare laws and approved by authorities (Landesamt für Gesundheit und Soziales), covered by LaGeSo licenses ZH120, G0284/18, G021/19 and G0243/18-SGr1_G. Mice (7–12 weeks old) were housed with enrichment material in ventilated cages (humidity 45–65%, temperature 20–24 °C) on a 12 h light/dark cycle and fed ad libitum.

### Cell lines and culture conditions

Wild-type, *Tet1/2* DKO and Tet1^Flag^/Tet2^V5^/Tet3^HA^ ES cells^26^ (all E14 background) were cultured without feeders on gelatin-coated plates (0.1%, Sigma-Aldrich G1393) at 37 °C in a humidified 5% CO_2_ incubator with medium containing Dulbecco’s modified Eagle medium high glucose with GlutaMAX (Thermo, 31966047), 15% fetal bovine serum (Thermo, 2206648RP), 1× nonessential amino acids, 1× penicillin–streptomycin, 1× β-mercaptoethanol and 1,000 U ml^−1^ LIF (homemade). Wild-type KH2, *Dnmt3a/b* DKO, *Dnmt* TKO (from Alexander Meissner Lab) and *Tet1/2/3* TKO ES cells (from Jacob Hanna Lab) were cultured on mitomycin-treated feeders produced in house. Wild-type E14s were acquired from Sarah Kinkley Lab, *Tet1/2* DKO cells were generated by us, and Tet1^Flag^/Tet2^V5^/Tet3^HA^ ES cells were gifted by Ian Chambers. Cell lines were not authenticated, but genotypes were verified by PCR. Cells tested negative for mycoplasma.

### In vitro diapause

ES cells or embryos were treated with the mTOR inhibitor INK128 or RapaLink-1 at 200 nM final concentration for the durations specified in individual experiments. To obtain embryos, 10- to 12-week-old b6d2F1 mice were superovulated via intraperitoneal injection with pregnant mare serum gonadotrophin (5 IU per 100 µl) on day 0, with human chorionic gonadotrophin 5 IU per 100 µl on day 2, and killed on day 3. Oocytes were collected and incubated with 10 µl of motile sperm in CARD medium (CosmoBio, KYD-003-EX) for in vitro fertilization. After overnight culture, two-cell-stage embryos were transferred to a fresh drop of K^+^ simplex optimised medium (KSOM) (Merck, MR-107-D) and cultured until the blastocyst stage.

### Embryo transfer and in vivo diapause

Blastocysts were transferred into pseudopregnant females that have been previously mated with vasectomized males at E2.5. To induce diapause in vivo, ovariectomy was performed after embryo transfer as described previously^70^. Females were afterward injected every other day with 3 mg medroxyprogesterone 17-acetate subcutaneously. Diapaused blastocysts were flushed from uteri in M2 medium after 4 days of diapause at equivalent day of gestation (EDG) 7.5.

### Flow cytometry

Cells were dissociated from plates using TrypLE (Thermo Fisher 12604-021) and washed in Dulbecco’s phosphate-buffered saline (Dulbecco). Cells were labeled with Alexa488-SSEA1 (BioLegend, 125610, 1:1,000) or Alexa647-AnnexinV (Invitrogen, A23204, 1:250) together with a live/dead cell stain excitable at 405 nm wavelength (Invitrogen, L34955), respectively, for 20 min in the dark on ice and subsequently washed in phosphate-buffered saline (PBS) containing 2% bovine serum albumin (BSA). After washing, fluorescence was measured on a BD FACSDIVA or BD FACSAriaII flow cytometer. Data analysis and visualization was performed using FlowJo (v10.8.2).

### Pharmacological treatment of embryos

Embryos were treated with Bobcat339 (100 µM final, Sigma SML2611), vitamin C (50 µM final, Sigma A4403), Rapalink (200 nM final Hölzel HY-111373) or α-ketoglutarate (200 µM final, Merck K1128) in KSOM medium (Merck, MR-107-D) in four-well dishes (Nunc IVF multidish, Thermo Scientific, 144444) in a volume of 500 µl. Recently, it has been shown that Bobcat339 effectivity is influenced by copper, which was not separated from the inhibitor stock used here^50^. Survival plots and statistical tests (log-rank test) were produced using RStudio (version 1.3.1093 with R version 3.6.3) with the survminer (version 0.4.9) package.

### Proliferation curves

Cells were seeded in six-well plates (Corning, 3516) at a density of 10^5^ cells per well (on feeder cells when required, 2.5M per plate). INK128 (MedChemExpress, MCE-HY-13328) treatment was started the next day, and cells were counted every day using Cell Countess 3 (Invitrogen).

### Overexpression of wild-type or catalytically dead *Tet1* and/or *Tet2*

Wild-type *Tet1* or *Tet2* coding sequence was amplified from pcDNA3-Tet1 (Addgene 60938) and FH-Tet2-pEF (Addgene 41710) and cloned into a pCAGGS vector. To mutate catalytic activity, H1652Y and D1654A (*Tet1*) and H1304Y and D1306A (*Tet2*) were altered using the Q5 Site Directed Mutagenesis Kit (NEB, E0554S)^71^. Primer sequences:

(Tet1 F: 5′ GGCGATTCACAACATGCACAAC,

R: 3′ TTGTAAGAATGGGCACAAAAATC,

Tet2 F: 5′ AGCGCAGCAGAACATGCCAAATG,

R: 3′ CTGTAGGAATGAGCAGAGAAGTC).

### Generation of *Tet1/2* KO mouse ES cells

*Tet1* and *Tet2* genes were knocked out using gRNAs targeting *Tet1* exons 4 (GATTAATCACATCAACGCCG) and 13 (GCTTTGCGCTCCCCCAAACGA) and *Tet2* exons 3 (GAGTGCTTCATGCAAATTCG) and 12 (GCTACACGGCAGCAGCTTCG). gRNA sequences were cloned into the pX330 plasmid with mCherry fluorescence. Wild-type E14 cells were nucleofected with the plasmids using the Lonza 4D Nucleofector. After 48 h, cells were single-cell sorted into 96-well plates using the BD FACSAria Fusion (Software v8.0.1). After 8 days, clones were screened using two primer pairs for each *Tet* gene.

Primer pair 1 (Tet1 F: 5′ AGCCATAGAAGCCCTGACTC,

R: 3′ CGGAGTTGAAATGGGCGAAA,

Tet2 F: 5′ CCGAAGCAACCGAACTCTTT,

R: 3′ ACAAGTGAGATCCTGGTGGG) binds outside the guide targeted region and only produces a PCR product after successful KO.

Primer pair 2 (Tet1 F: 5′ CGCCTGTACAAAGAGCTCAC,

R: 3′ AGGCTAGTCTCAGTTGGCAG;

Tet2 F: 5′ TTCTAATGCCTGTGTTCTCTCA,

R: 3′ CAACCTCTTTTGGCTCAGCT) binds at exon 6. KOs were confirmed via western blot using the TET1 (NBP2-19290, Novus Biologicals, 1:1,000) and TET2 (Cell Signaling Technology 45010S, 1:1,000) antibodies.

### IF imaging and quantifications

Cells and embryos fixed with 4% paraformaldehyde in Dulbecco’s phosphate-buffered saline for 10 min. After fixation, cells were washed, permeabilized with 0.2% Triton X-100 in PBS for 10 min at room temperature, and blocked in 0.2% Triton X-100 containing 2% BSA and 5% goat serum for 1 h at room temperature. For 5mC and 5hmC IF, cells were depurinated after permeabilization using 2 N HCl for 1 h followed by a neutralization of 30 min in 0.1 M sodium borate. Cells were incubated with the following primary antibodies: anti-5mC (Diagenode, C15200003; 1:100), anti-5hmC (ActifMotif, 39769; 1:200) and anti-TFE3 (Merck, HPA023881; 1:50) overnight at 4 °C. Cells were washed and incubated with the following secondary antibodies for 1 h at room temperature: donkey anti-rabbit AF647 (Thermo Fisher, A32795, 1:1,000) and donkey anti-mouse AF488 (Thermo Fisher, A21202, 1:1,000).

Cells were mounted in Vectashield containing 4′,6-diamidino-2-phenylindole (DAPI; Vectashield, Cat: H-1200). Images were acquired on a ZEISS LSM880 microscope at 20× magnification, with Zen black and Zen blue software (version 2.3) and processed using Fiji (version 2.3.0) and CellProfiler^72^ (version 4.2.1).

### Western blotting

Samples were mixed with 4× ROTI loading buffer (Carl Roth, K929.2), boiled at 98 °C for 5 min and loaded on 4–15% Mini-PROTEAN®TGX precast protein gels (Bio-Rad, 4561083). Proteins were separated by electrophoresis at 70 V for 15 min followed by 100 V for 1 h using 10× Tris/glycine/sodium dodecyl sulfate running buffer (Bio-Rad, 1610772). Proteins were transferred to a polyvinylidene fluoride membrane (Thermo Fisher Scientific, IB24001) using the iBlot 2 dry blotting system (Thermo Fisher Scientific, IB21001) and run at 20 V for 7 min. Membranes were blocked with 5% milk in TBS-T buffer (Thermo Fisher Scientific, 28360) for 1 h at room temperature, and incubated with primary antibody (indicated in each method section) in 5% milk in TBS-T buffer overnight, followed by secondary antibody at room temperature for 1 h. For detection, membranes were incubated with ECL Western Blotting Substrate (Thermo Fisher Scientific, 32106) for 1 min before imaging with the ChemiDoc system (Bio-Rad).

### RNA-seq

Cells were trypsinized and sorted on a BD FACSAria Fusion (Software v8.0.1 configuration 2B-5YG-3R-2UV-6V). Total RNA was extracted from 200,000 cells using the Qiagen RNeasy kit (Qiagen, 74004). External RNA Controls Consortium (ERCC)^68^ RNA Spike-In Mix (Thermo, 4456740) was used. Libraries were prepared from 500 ng total RNA using KAPA RNA HyperPrep Kit with RiboErase (Roche, 8098131702) following the manufacturer’s instructions, and sequenced on a NovaSeq 600, S4 flow cell, paired-end mode. Raw reads were subjected to adapter and quality trimming with cutadapt^73^ (version 2.4; parameters: –quality-cutoff 20–overlap 5–minimum-length 25–interleaved–adapter AGATCGGAAGAGC -A AGATCGGAAGAGC), followed by poly(A) trimming (parameters: –interleaved–overlap 20–minimum-length–adapter “A[100]”–adapter “T[100]”). Reads were aligned to the mouse reference genome (mm10) using STAR (version 2.7.5a; parameters: –runMode alignReads–chimSegmentMin 20–outSAMstrandField intronMotif–quantMode GeneCounts)^74^, and transcripts were quantified using stringtie (version 2.0.6; parameters: -e)^75^ with GENCODE annotation (release VM19). For the repeat expression quantification, reads were realigned with additional parameters ‘–outFilterMultimapNmax 50’. Differential gene expression analysis was performed on stringtie output using DEseq2 (ref. ^76^) (version 1.38.2).

### ATAC-seq

A total of 50,000 cells per sample were collected as described above. The ATAC-seq protocol from Corces et al.^77^ was followed. Illumina transposase was used (20034198). Samples were purified using the Zymo DNA Clean and Concentrator-5 Kit (D4014). Libraries were amplified with eight PCR cycles with i5 and i7 primers from ref. ^78^. The final number of cycles was determined following ref. ^78^. Libraries were sequenced as above. Raw reads were subjected to adapter and quality trimming with cutadapt as above and aligned to the mouse genome (mm10) using BWA with the ‘mem’ command (version 0.7.17, default parameters)^79^. A sorted binary alignment map (BAM) file was obtained and indexed using SAMtools with the ‘sort’ and ‘index’ commands (version 1.10)^80^. Duplicate reads were identified and removed using GATK (version 4.1.4.1) ‘MarkDuplicates’ and default parameters. Replicates were merged using SAMtools ‘merge’. Peaks were called using the MACS2 (ref. ^81^) peakcall (2.1.2_dev) function with default parameters.

### Whole genome bisulfite sequencing

A total of 50,000 cells per sample were collected as described above. Genomic DNA was isolated using the Purelink Genomic DNA mini kit (Invitrogen). Libraries were prepared using the Accel-NGS Methyl-Seq DNA Library Kit. Libraries were sequenced as above. Raw reads were subjected to adapter and quality trimming using cutadapt as above (Illumina TruSeq adapter clipped from both reads), followed by trimming of 10 and 5 nucleotides from the 5′ and 3′ end of the first read and 15 and 5 nucleotides from the 5′ and 3′ end of the second read^73^. Trimmed reads were aligned to the mouse genome (mm10) using BSMAP (version 2.90; parameters: -v 0.1 -s 16 -q 20 -w 100 -S 1 -u -R)^82^. A sorted BAM file was obtained and indexed using samtools with the ‘sort’ and ‘index’ commands (version 1.10)^80^. Duplicates were removed using the ‘MarkDuplicates’ command from GATK (version 4.1.4.1) and default parameters^83^. Methylation rates were called using mcall from the MOABS package (version 1.3.2; default parameters)^84^. All analyses were restricted to autosomes, and only CpGs covered by at least 10 and at most 150 reads were considered for downstream analyses.

### CUT&Tag

CUT&Tag was performed as described previously in ref. ^85^. A total of 10^5^ nuclei were incubated with the following primary antibodies overnight at 4 °C: TET1, NBP2-19290, Novus Biologicals, 1:100; TET2, Cell Signaling Technology 45010S, 1:50; TFE3, Sigma HPA023881, 1:50; IgG, Abcam ab46540, 1:100, H3K27ac, 9733S, CST, 1:100; H3K4me3, 9751S, CST, 1:100; H3K4me1, 5326S,CST, 1:100. Guinea pig α-rabbit secondary antibody (ABIN101961, Antibodies Online, 1:100) was used. For tagmentation, homemade 3xFLAG-pA-Tn5 preloaded with Mosaic-end adapters was used. DNA was purified using Chimmun DNA Clean & Concentrator (D5205, Zymo Research).

Libraries were amplified using the NEBNext HiFi 2× PCR Master Mix (New England BioLabs) with i5- and i7-barcoded primers^78^ and cleaned up using Ampure XP beads (Beckman Coulter). Library quality control was done using the Agilent High Sensitivity D5000 ScreenTape System and Qubit dsDNA HS Assay (Invitrogen). Libraries were sequenced as above. Raw reads were trimmed using cutadapt (version 2.4; parameters: –quality-cutoff 20–overlap 5–minimum-length 25–adapter AGATCGGAAGAGC -A AGATCGGAAGAGC) and aligned to the mouse genome (mm10) using BWA with the ‘mem’ command (version 0.7.17, default parameters)^79^. A sorted BAM file was obtained and indexed using samtools with the ‘sort’ and ‘index’ commands (version 1.10)^80^. Duplicate reads were identified and removed using GATK (version 4.1.4.1) ‘MarkDuplicates’ and default parameters. Relicates were merged using SAMtools ‘merge’. Peaks were called using the MACS2 (ref. ^81^) peakcall (2.1.2_dev) with default parameters.

### Pathway expression analysis

Pathway expression value was defined as the mean expression (transcripts per million, TPM) of genes in a given pathway at the indicated time points. Kyoto Encyclopedia of Genes and Genomes^86^ pathways containing at least ten genes were included in the analysis.

### Motif enrichment analysis

Motif enrichment was performed using Homer (v4.7, 8-25-2014). TET dormancy targets were compared against the mouse genome (mm10) using the ‘-size given’ setting.

### TF footprinting analysis

ATAC-seq peaks were called by MACS2 (2.2.7.1) with 75-bp shift and 150-bp extension. Differential TF footprints inside these peak regions were identified by TOBIAS^36^ (0.12.11) using Homer motifs (v4.7, 8-25-2014).

### Definition of mouse ES cell enhancer sets

Active and primed enhancer were retrieved from ref. ^87^ and are defined as follows: active enhancers, genomic regions with p300 enrichment, located within 1 kb of regions enriched in H3K27ac and not enriched in H3K27me3 (within 1 kb); primed enhancers, genomic regions with H3K4me1 enrichment and not enriched in H3K27me3 or H3K27ac (within 1 kb).

### Generation of *Tet* KO embryos via Cas9-assisted gene editing

In vitro-fertilized zygotes were electroporated to generate KOs, as previously described^88^. In brief, oocytes from superovulated B6D2F1 female mice (7–9 weeks old; Envigo) and sperm from F1B6xCAST was incubated for in vitro fertilization, as previously described^89^. Pronuclei stage 3 zygotes were rinsed with M2 (Sigma) and OptimMEM I (Gibco, 31985062) medium before electroporation. Three gRNAs per gene were designed targeting the first few exons. gRNAs were assembled with CAS9 into ribonucleoproteins^88^. Embryos were electroporated on a NEPA21 (Nepagene) in a chamber with 5 mm electrode gap and the following settings: four poring pulses with a voltage of 225 V, pulse length of 2 ms, pulse interval of 50 ms, decay rate of 10% and uniform polarity, followed by five transfer pulses with a voltage of 20 V, pulse length of 50 ms, pulse interval of 50 ms, decay rate of 40% and alternating polarity. Electroporated zygotes were rinsed in KSOM drops (Merck, MR-106-D) and cultured until blastocyst stage. In the case of embryo transfer, 15 blastocysts were transferred into each uterine horn of pseudopregnant female CD-1 (21–25 g, Envigo, age 7–12 weeks) mice 2.5 days post-coitum. E8.5-stage embryos were isolated from the uteri of foster mice. The embryos were dissected in 1× Hanks’ Balanced Salt Solution (Gibco) on ice after the decicuda were removed. Embryos were washed in 1× PBS (Gibco) with 0.4% BSA and imaged on an Axiozoom (ZEISS) microscope. Images were processed with Fiji.

For KO validation qPCRs, RNA was isolated using Arcturus Pico Pure RNA isolation kit (Biosystems) and reverse transcribed using High-Capacity cDNA synthesis kit (KAPA biosystems). RT–qPCR was done using Kapa SYBR 2× master mix. β-Actin was used for normalization. qPCR results were visualized using GraphPad Prism v10.

gRNA sequences:

*Tet1*:

1. TCGATCCCGATTCATTCGGG
2. TTGGCGGCGTAGAATTACAT
3. GATTAATCACATCAACGCCG

*Tet2*:

1. AAGATTGTGCTAATGCCTAA
2. GAGTGCTTCATGCAAATTCG
3. GCTCCTAGATGGGTATAATA

*Tet3*:

1. GAGCGCGCTGAGCATTGCCA
2. TTCTATCCGGGAACTCATGG
3. TCGGATTGTCTCCCGTGAGG

Control guide against green fluorescent protein:

GAAGTTCGAGGGCGACACCC

qPCR primers

Tet1:

F: 5′ ACCACAATAAATCAGGTTCACAC, R: 5′ TCTCCACTGCACAATGCCTT

Tet2:

F: 5′ GCAATCACCACCCAGTAGAA, R: 5′ TCCACGTGCTGCCTATGTAC

Tet3:

F: 5′ GCCTCAATGATGACCGGACC, R: 5′ ATGAGTTTGGCAGCGAGGAA

β-Actin:

F: 5′ TGGGTGTATTCCAGGGAGAG, R: 5′ AAGGCCAACCGTGAAAAGAT

### FLASH

*Tet1* and *Tet2* genes were endogenously tagged with the biotinylation signal necessary to perform the FLASH method using a modified plasmid from the CRISpaint toolkit^90^, which contains a biotinylation signal followed by FLAG tag and a puromycin resistance gene as the donor plasmid. gRNAs targeting the C-terminus of *Tet1* (GTTGCGGGACCCTACAATCGT) and *Tet2* (GACAACACATTTGTATGACGC), respectively, were expressed from the px330 plasmid together with *Cas9*. pX330 expressing the appropriate gRNA together with the donor plasmid and the appropriate frame selector plasmid were nucleofected to generate each cell line. Colonies were delected using Puromycin for 10 days. The following primers were used for genotyping:

*Tet1*:

F: 5′ GGGAGTGTCCTGATGTATCCCCCG

R: 3′ CTCAGCTCATCACTCCGTGTGTTGA

*Tet2*:

F: 5′ CCAGTCTCTTGCTGAGAACACAGGG

R: 3′ CAGATGCTGTGACCTGTCCCTACG.

Successful knock-in of endogenous *Tet1* and *Tet2* was confirmed by a streptavidin pulldown followed by western blotting. Membranes were incubated with horseradish peroxidase-conjugated streptavidin (Thermo, N100) to visualize biotinylated TET1 and TET2 proteins.

FLASH was performed following the protocol in ref. ^46^. Cells were crosslinked with 0.15 mJ cm^−2^ ultraviolet (UV)-C irradiation. Isolated RNA was reverse-transcribed and RNase H-treated. cDNA was column-purified and circularized with CircLigase for 2–16 h. Circularized cDNA was directly PCR amplified, quantified and sequenced on Illumina NextSeq 500 in paired-end mode.

### IP–MS

Cells were fractionated to collect nuclei. For this, cells were lysed using cold buffer A (10 mM HEPES pH 7.9, 5 mM MgCl_2_, 0.25 M sucrose and 0.1% NP-40), incubated for 10 min on ice and passed four times through an 18G1 needle (BD Microlance 3, 304622), and centrifuged. The pelleted nuclei was lysed in cold buffer B (10 mM HEPES pH 7.9, 1 mM MgCl_2_, 0.1 mM EDTA, 25% glycerol and 0,5 M NaCl), incubated for 30 min on ice, passed four times through an 18G1 needle and sonicated using Bioruptor 300 (Diagenode) with settings 30 s on, 30 s off for 5 min at 4 °C. Protein concentration was quantified using the BCA Protein Assay Kit (Pierce, 23225). One milligram of protein was used per pulldown in a minimum volume of 500 µl in IP buffer (20 mM HEPES pH 7.9, 25% glycerol, 0.15 M NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA and 0.02% NP-40). FLAG antibody (Merck, F3165) and Dynabeads Protein A (Invitrogen, 10001D) were added (1 mg of beads and ~8 µg of antibody) and the mixture incubated for 2 h at 4 °C. After pulldown, beads were washed 3× in IP buffer and immediately digested for MS or boiled at 96 °C in 30 µl of Leammli buffer (Roth, K930.1) for western blotting.

#### MS

A total of 135 µl of 100 mM ammonium bicarbonate was added to the washed magnetic beads. This was followed by a tryptic digest including reduction and alkylation of the cysteines. The reduction was performed by adding tris(2-carboxyethyl)phosphine with a final concentration of 5.5 mM at 37 °C on a rocking platform (700 rpm) for 30 min. For alkylation, chloroacetamide was added with a final concentration of 24 mM at room temperature on a rocking platform (700 rpm) for 30 min. Then, proteins were digested with 200 ng trypsin (Roche) per sample, shaking at 1,000 rpm at 37 °C for 18 h. Samples were acidified by adding 6 µl 100% formic acid (2% final), centrifuged shortly and placed on the magnetic rack. The supernatants, containing the digested peptides, were transferred to a new low-protein-binding tube. Peptide desalting was performed on C18 columns (Pierce). Eluates were lyophilized and reconstituted in 11 µl of 5% acetonitrile and 2% formic acid in water, briefly vortexed and sonicated in a water bath for 30 s before injection to nano-liquid chromatography (LC)–tandem MS.

#### Run parameters

LC–tandem MS was carried out by nanoflow reverse-phase LC (Dionex Ultimate 3000, Thermo Scientific) coupled online to a Q-Exactive HF Orbitrap mass spectrometer (Thermo Scientific), as reported previously. Briefly, the LC separation was performed using a PicoFrit analytical column (75 μm inner diameter × 50 cm long, 15 µm Tip inner diameter; New Objectives) in-house packed with 3-µm C18 resin (Reprosil-AQ Pur, Dr. Maisch).

#### Peptide analysis

Raw MS data were processed with MaxQuant software (v1.6.10.43) and searched against the mouse proteome database UniProtKB with 55,153 entries, released in August 2019.

### Enhancer and L1Md gene contact analysis

To determine the genes looping with the identified active enhancers and potentially by L1Md elements, we used the publicly available predictions from the Activity-By-Contact model^49^. For gene looping with enhancers, we used the recommended cut off (ABC score 0.02). For potential L1Md–promoter contacts, the HiC contact probability (>15) provided in the same file for mouse ES cells was used (mESC.AllPredictions.txt).

### Gene knockdowns

Three short hairpin RNAs (shRNAs) against TFE3 were cloned into a pLKO.1 plasmid containing a puromycin resistance gene and allowing for doxycycline-inducible expression, respectively, resulting in pLKO.1.shTFE3:

shTFE3_1: ATCCGGGATTGTTGCTGATAT, shTFE3_2: GTGGATTACATCCGCAAATTA, shTFE3_3: AGCTATCACCGTCAGCAATTC.

Two micrograms of pLKO.1.shTFE3 was co-transfected with 2 µg of equal parts pVSV-G, pMDL and pRSV (packaging vectors) into HEK 293T cells grown to 80% confluency on a 10-cm uncoated culture dish. After 24 h, cell culture supernatant was collected for 3 consecutive days to enrich for produced viruses. The virus supernatant was concentrated and used to transduce E14 wild-type cells. For transduction, 100,000 E14 cells were mixed with 50 µl of concentrated virus suspension and 10 µg ml^−1^ polybrene in a 1.5 ml tube and rotated at 37 °C for 1 h. Subsequently, cells were plated on six-well culture dishes and grown for 48 h after which puromycin selection was applied for 6 days. Efficient knockdown of TFE3 was confirmed by IF followed by confocal microscopy.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-024-01313-7.

## Supplementary information

Supplementary Information Supplementary table legends.

Reporting Summary

Peer Review File

Supplementary Table 1 RNA-seq normalized TPM values.

Supplementary Table 2 TET1 IP–MS results.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 3 Unprocessed western blots.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Unprocessed western blots.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Unprocessed western blots.

Source Data Extended Data Fig. 7 Unprocessed western blots.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

RNA-seq, whole genome bisulfite sequencing, ATAC-seq, CUT&TAG and FLASH datasets generated in this study have been deposited to the GEO database under the accession number GSE221470 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221470). IP–MS data have been deposited to the PRIDE^91^ depository with the identifier number PXD039056. Source data are provided with this paper.

# Supplementary material for: TET activity safeguards pluripotency throughout embryonic dormancy
**Source:** Nat Struct Mol Biol. 2024 May 23;31(10):1625–39. doi: 10.1038/s41594-024-01313-7
**Supplement:** Supplementary file 1 — Supplementary table legends.

---

# TET activity safeguards pluripotency throughout embryonic dormancy

---

In the format provided by the  
authors and unedited

This PDF file includes the legends for Supplementary Tables 1 and 2.

**Supplementary Table 1**

RNAseq normalized TPM values.

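Supplementary Table 1 gives 1 spike-in normalized TPM value per gene and RNA-seq library. The part in hand holds the first 1999 of its 54485 entries. In each of the 14 libraries the ratio of the table's value to the deposited TPM was nearly constant. It was taken over the genes with at least 1 TPM, between 483 and 540 per library. In replicate 1 of DKO cells at 0 h, for example, it ranged from 2.81480 to 2.81483. The ratios are 76 divided by a whole number, which was 36 in both wild-type libraries at 0 h, 53 and 41 at 24 h, 46 and 51 at 72 h, and 71 and 76 at 144 h. For *Tet1/2* DKO cells it was 27 and 32 at 0 h, 34 and 56 at 24 h, and 30 and 44 at 72 h. The largest distance of such a number from a whole one was 1.54e-05, and 0 of 10000 random sets of factors came as close. Rounding to whole numbers moves a factor by 0.658% to 1.85% at most. The factors of the 2 replicates differed most in DKO cells at 24 h. The paper's text does not give the formula by which the factors were derived from the ERCC reads.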

**Supplementary Table 2**

TET1 IP-MS results.

# Supplementary material for: TET activity safeguards pluripotency throughout embryonic dormancy
**Source:** Nat Struct Mol Biol. 2024 May 23;31(10):1625–39. doi: 10.1038/s41594-024-01313-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Mass spectrometry: MaxQuant software (v1.6.10.43)<br>Imaging: Zen black and Zen blue software (version 2.3)<br>Flow cytometry: BD FACSDIVA Software v8.0.1 configuration 2B-5YG-3R-2UV-6V                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | Image analysis: CellProfiler v4.2.1<br>Plotting: GraphPad Prism v10, ggplot2 v3.3.5, survminer 0.4.9<br>R v4.1.0<br>TF footprinting: ATAC-seq peak regions were called by MACS2 (2.2.7.1) with 75-bp shift and 150-bp extension. Differential TF footprints inside these peak regions were identified by TOBIAS v0.12.11 using Homer motifs (v4.7, 8-25-2014).<br>MACS2 (2.1.2_dev)<br>BWA v0.7.17<br>cutadapt v2.4<br>GATK v4.1.4.1<br>STAR v2.7.5a<br>stringtie v2.0.6<br>BSMAP v2.90<br>samtools v1.10<br>MOABS v1.3.2<br>DEseq2 (version 1.38.2)<br>FlowJo (v10.8.2) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All NGS data sets (WGBS, RNA-seq, ATAC-seq, CUT&TAG, FLASH) have been deposited on the GEO database: GSE221470 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221470>)

Proteomics data has been deposited to the ProteomeXchange Consortium (<http://proteomecentral.proteomexchange.org>) via the PRIDE partner repository with the dataset identifiers PXD039056.

Mouse reference genome (mm10) was used for mapping of sequencing data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. All experiments were repeated at least twice. For quantifications of stainings, 150 to 2500 cells were used based on the availability of cell numbers in culture. No batch effects are observed and thus the data from biological replicates are combined. Use of embryos were minimized and a conventional sample size of 4-10 embryos are used for stainings. Survival analysis was performed on 50-100 embryos as performed previously in: van der Weijden, V.A., Stötzl, M., Iyer, D.P. et al. FOXO1-mediated lipid metabolism maintains mammalian embryos in dormancy. Nat Cell Biol 26, 181–193 (2024). <a href="https://doi.org/10.1038/s41556-023-01325-3">https://doi.org/10.1038/s41556-023-01325-3</a> |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All experiments are repeated at least twice independently and always with reproducible results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Samples were not randomized. For each biological replicate, corresponding time point samples are always processed and analyzed in parallel. Randomization was not possible due to different proliferation rates of cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | Investigators were not blinded to group allocation. The phenotype of the samples is obvious between proliferating and mTORi treated samples. Since all analysis is done via objective quantifications using software, blinding is not required.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mESC and embryo stainings: Cells were then stained with primary antibodies 5hmC (ActifMotif, 39769; 1:200) and 5mC (Diagenode, C15200003; 1:100) overnight at 4 degree celsius. |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

The cells were washed thrice with wash buffer (PBS-T, 2% BSA) for 10 min.  
 donkey anti-rabbit AF647 (Thermo Fisher, A32795, 1:1000) and donkey anti-mouse AF488 (Thermo Fisher, A21202, 1:1000).  
 Western-blotting: Primaries: Flag antibody (Merck, F3165, 1:1000), TET1 (Novus Biologicals, NBP2-19290, 1:1000), TET2 (Cell Signaling Technology, 45010S, 1:1000). Secondaries: anti-rabbit (Thermo, 31460, 1:1000)  
 CUT&TAG: TET1 (Novus Biologicals, NBP2-19290, 1:100), TET2 (Cell Signaling Technology, 45010S, 1:50), TFE3 (Sigma HPA023881, 1:50), IgG (Abcam, ab46540, 1:100). Secondary: guinea pig  $\alpha$ -rabbit antibody (ABIN101961, Antibodies online, 1:100)  
 Immunoprecipitation: Flag antibody (Merck, F3165, 8 $\mu$ g)  
 For flowcytometry Alexa488-SSEA1 antibody (Biolegend, 125610, 1:1000) or Alexa647-AnnexinV antibody (Invitrogen, A23204, 1:250) was used.

## Validation

Validation statements by manufacturer:  
 5hmC (ActifMotif, 39769) Applications Validated by Active Motif: MeDIP: 0.1 - 0.5  $\mu$ l per IP, DB: 1:10,000 dilution.  
 5mC (Diagenode, C15200003) Validated by DotBlot and IF.  
 Flag antibody (Merck, F3165, 1:1000) IP, IF, WesternBlot  
 TET1 (Novus Biologicals, NBP2-19290) Use in Flow Cytometry reported in scientific literature (PMID:34246869). IHC-P, ChIP assay- Assay dependent.  
 TET2 (Cell Signaling Technology, 45010S) WB-Western Blot, IP-Immunoprecipitation, IHC-Immunohistochemistry, ChIP-Chromatin Immunoprecipitation, C&R-CUT&RUN, C&T-CUT&Tag, DB-Dot Blot, eCLIP-eCLIP, IF-Immunofluorescence, F-Flow Cytometry  
 TFE3 (Sigma HPA023881), RNAi knockdown, IF  
 Alexa488-SSEA1 antibody (Biolegend, 125610) immunofluorescent staining with flow cytometric analysis.  
 Alexa647-AnnexinV antibody (Invitrogen, A23204) Cell Viability, Proliferation & Function Cellular Imaging Flow Cytometry.  
 donkey anti-rabbit AF647 (Thermo Fisher, A32795) (Advanced Verification This Antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated.)  
 donkey anti-mouse AF488 (Thermo Fisher, A21202) (Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody (A-21202) in ICC/IF)  
 As indicated by the Nature protocol article from the Henikoff laboratory (doi: 10.1038/s41596-020-0373-x, "Unlike ChIP-seq, in which antibodies bind their epitopes in solution, CUT&RUN and CUT&Tag bind chromatin targets in situ. Therefore, we expect that antibodies successfully tested for specificity by immunofluorescence (IF) are likely to work.") Antibodies were validated via IF. Further every CUT&Tag experiments were performed with appropriate IgG controls to ensure specific cleavage.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Mouse E14 cells: Sarah Kinkley Lab at the Max Planck Institute for Molecular Genetics  
 Wild-type KH2, Dnmt3a/b DKO: Alexander Meissner Lab  
 Tet1/2/3 TKO ESCs: Jacob Hanna Lab  
 HEK293T cells: Denes Hnisz Lab

#### Authentication

The cell lines were not authenticated.

#### Mycoplasma contamination

Cell lines tested negative for mycoplasma in regular tests.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other organisms

### Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research

#### Laboratory animals

In vitro-fertilized (IVF) zygotes were electroporated to generate KOs, as previously described<sup>88</sup>. In brief, oocytes from superovulated B6D2F1 female mice (7-9 weeks old; Envigo) and sperm from F1B6xCast were incubated for IVF, as previously described<sup>89</sup>. Pronuclei stage 3 (PN3) zygotes were rinsed with M2 (Sigma) and OptimEM1 (Gibco, 31985062) medium before electroporation 3 gRNAs per gene were designed targeting the first few exons. gRNAs were assembled with CAS9 into RNPs<sup>88</sup>. Embryos were electroporated on a NEPA21 (NEPAGENE, NEPA21) in a chamber with 5 mm electrode gap, and the following settings: 4 poring pulses with a voltage of 225 V, pulse length of 2 ms, pulse interval of 50 ms, decay rate of 10%, and uniform polarity, followed by 5 transfer pulses with a voltage of 20 V, pulse length of 50 ms, pulse interval of 50 ms, decay rate of 40%, and alternating polarity. Electroporated zygotes were rinsed in KSOM drops (Merck, MR-106-D) and cultured until blastocyst stage. In the case of embryo transfer, 15 blastocysts were transferred into each uterine horn of pseudopregnant female CD-1 (21-25 g, Envigo, age 7-12 weeks mice 2.5 days post-coitum (dpc). E8.5 stage embryos were isolated from the uteri of foster mice. The embryos were dissected in 1X HBSS (Gibco) on ice after the decidua were removed. Embryos were washed in 1X PBS (Gibco) with 0.4% BSA and imaged on an Axiozoom (ZEISS) microscope. Images were processed with Fiji.  
 For KO validation qPCRs, RNA was isolated using Arcturus Pico Pure RNA isolation kit (Biosystems) and reverse transcribed using High-Capacity cDNA synthesis kit (KAPA biosystems). RT-qPCR was done using Kapa SYBR 2x master mix. B-actin was used for normalization. qPCR results were visualized using GraphPad Prism v10.  
 In vitro diapause  
 ESCs or embryos were treated with the mTOR inhibitor INK128 or RapaLink-1 at 200 nM final concentration for the durations specified in individual experiments. To obtain embryos, 10- to 12-week-old b6d2f1 mice were superovulated via intraperitoneal injection with PMSG (5IU/100  $\mu$ l) on day 0, with HCG 5 IU/100 $\mu$ l on day 2, and sacrificed on day 3. Oocytes were collected and incubated with 10  $\mu$ l of motile sperm in CARD Medium (CosmoBio, KYD-003-EX) for in vitro fertilization. After overnight culture, 2-cell stage embryos were transferred to a fresh drop of KSOM (Merck, MR-107-D) and cultured until the blastocyst stage.  
 Animal experimentation  
 Animal experiments were performed according to local animal welfare laws and approved by authorities (Landesamt für Gesundheit

und Soziales), covered by LaGeSo licenses ZH120, G0284/18, G021/19, and G0243/18-SGr1\_G. Mice (7- to 12-week-old) were housed with enrichment material in ventilated cages (humidity 45-65%, temperature 20-24°C) on a 12h light/dark cycle and fed ad libitum.

Wild animals

No wild animals were used.

Field-collected samples

No samples were collected from the field.

Ethics oversight

All animal experiments were performed according to local animal welfare laws and approved by local authorities (Landesamt für Gesundheit und Soziales), covered by LaGeSo licenses ZH120, G0284/18, G021/19, and G0243/18-SGr1\_G. Mice were housed in ventilated cages and fed ad libitum.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were dissociated from plates, washed and resuspended in PBS containing 2% BSA and 5mM EDTA and kept on ice until sorting.

Instrument

FACS AriaFusion cell cytometer was used for analysis.

Software

Data were collected using BD FACSDIVA Software v8.0.1 and analyzed using FlowJo (v10.8.2).

Cell population abundance

Viable, single cells comprised ~90% of cells were sorted as input for RNAseq., ATaseq., and WGBS.

Gating strategy

FSC and SSC were used to set the first three gates to separate duplets from singlets by selecting the main population of cells and avoiding cell debris.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: TET activity safeguards pluripotency throughout embryonic dormancy
**Source:** Nat Struct Mol Biol. 2024 May 23;31(10):1625–39. doi: 10.1038/s41594-024-01313-7

Stoetzel et al, Source Data Extended Data Figure 6

|            | input     |   |           |   |           |   | IP        |   |           |   |
|------------|-----------|---|-----------|---|-----------|---|-----------|---|-----------|---|
| cell line: | wild-type |   | Tet1-Flag |   | Tet1-Flag |   | Tet1-Flag |   | wild-type |   |
| fraction:  | C         | N | C         | N | C         | N | N         | N | N         | N |
| mTORi:     | -         | - | -         | - | +         | + | -         | + | -         | + |

198 kDa

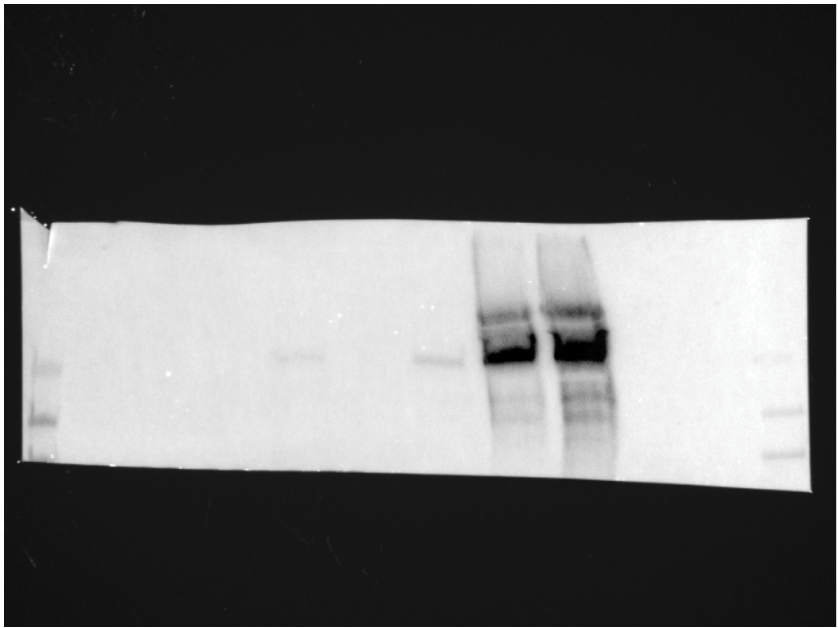

**Supplement:** Supplementary file 17 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

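RNA-seq was analysed for 14 libraries of E14 mouse ES cells. Of these, 8 were wild type, at 0, 24, 72 and 144 h of mTORi (INK128, 200 nM), and 6 were labelled *Tet1/2* DKO, at 0, 24 and 72 h, with 2 replicates in each of the 7 groups. The authors trimmed the reads with cutadapt, aligned them with STAR to the mm10 genome and quantified them with stringtie on the GENCODE VM19 annotation. The deposited values are TPM that sum to 1000000 in every library. Each library holds between 54448 and 54458 entries over 54446 gene identifiers, and 10 identifiers have more than 1 entry in a file, whose TPM were summed. No entry carries an ERCC name, and the spike-in normalization was made by the authors in a later step that is part of Supplementary Table 1 only. The authors used DESeq2 for differential expression. Only TPM were in hand, so limma was used here on the log2 scale. TPM keep no read counts and the depth was not in hand, so no counting error can be given.

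The deposited TPM of each library were multiplied by the median ratio of Supplementary Table 1 to the deposited TPM, taken over the genes of the table's first 1999 entries with at least 1 TPM. The ratio was nearly constant within each library. The samples, the comparisons, the named genes, the gene sets and the alternatives were fixed before the data were examined, but after the first 1999 entries of Supplementary Table 1 had been looked at. The use of its factors, in case the deposited TPM turned out not to be spike-in normalized, was part of that plan.

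Values were analysed as log2(TPM + 1) for the 18232 genes with a mean of at least 1 spike-in normalized TPM over the 14 libraries, out of 38890 genes above 0 in any library. All 7 groups were fitted together in limma (empirical Bayes with a mean-variance trend). Each p was adjusted by Benjamini-Hochberg over the genes of its comparison, and genes with an adjusted p under 0.05 were called. The comparisons were each mTORi time against 0 h within each genotype, DKO against wild type at 0, 24 and 72 h, and the difference between the DKO and wild-type responses at 24 and 72 h. The replicate numbers were checked for pairing through the correlation, across genes, of the replicate differences of each of the 21 pairs of groups. It was over 0.1 in 3 of 3 pairs within DKO (0.222 to 0.341) and in 5 of 6 pairs within wild type (0.0622 to 0.398), and below 0 in 10 of 12 pairs between the genotypes. The paper's Reporting Summary states that the time points of each biological replicate were processed in parallel. The numbers thus pair the libraries within a genotype, and equal numbers do not pair them across the genotypes. Between the genotypes at the same time the correlation was −0.431 at 0 h, −0.501 at 24 h and −0.290 at 72 h. These negative values leave open a pairing across the genotypes with the numbers swapped. No fit used such a pairing, so the calls of DKO against wild type do not allow for it. The fit has no block, and a block on the numbers across all libraries was among the alternatives set beforehand. A block within each genotype was added after seeing the data. It tests the time points against 0 h and the difference of the responses, and it leaves no spread between replicates for DKO against wild type, which was not tested with it.

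Mean TPM was taken over all genes. The principal components used the 5000 genes with the largest absolute difference between the wild-type 144 h and 0 h means, centred and not scaled. The position on the wild-type axis was the projection on the line between these 2 means over the genes tested. The correlations of the wild-type and DKO responses are across genes. The genes named in the text were chosen by a rule. It takes a list of 25 genes (the *Tet* genes, candidate TF genes, pluripotency genes, DNA methylation genes, *Sin3a* and *Mtor*), several of which the paper's text does not name. It adds, for wild type at 144 h against 0 h, for DKO against wild type at 72 h and for the different response at 72 h, the 3 largest rises and the 3 largest falls among called genes that span at least 200 bp and whose libraries do not overlap between the groups. At 144 h 8946 genes met these conditions (69 rises and 8877 falls), at 72 h 57 (52 rises and 5 falls), and for the response 0. Any other gene is named with a statement that it was chosen after its values were seen.

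Gene lists were tested with limma camera at a preset inter-gene correlation of 0.01 and adjusted by Benjamini-Hochberg over 16 lists in 10 comparisons. The lists, with the number of gene identifiers tested, are naive pluripotency (20), formative and primed pluripotency (11), primitive endoderm (16), trophectoderm (11), mesendoderm (3), neuroectoderm (7), 2-cell-like (12), cytosolic ribosomal proteins (90), aminoacyl-tRNA synthetases (20), cholesterol synthesis (21), TFE3 and lysosome (27), glycolysis (16), amino acid response by ATF4 (17, *Nupr1* among them), germline genes repressed by DNA methylation (16), replication-dependent histones (70) and mitochondrially encoded genes (36). Gene positions and symbols were taken from the deposited values, of whose identifiers 54409 matched the GENCODE M21 annotation of GRCm38, 53499 with the same coordinates and 53842 with the same symbol. Exons at the guide sites and gene overlaps come from that annotation.

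Simulated data were made from the libraries' own means, with independent noise per gene. The 200 of 18232 genes that changed were drawn from the more highly expressed ones, and the fit was tested on these data. At a log2 change of 2 it called 88% of them for wild type at 144 h against 0 h and 85% for DKO against wild type at 72 h. At a log2 change of 3 it called 98% and 97.5% of them, and for the response at 24 h it called 41.5% at a log2 change of 2 and 92% at 3. Of the unchanged genes, between 4 and 11 were called at these changes. Among 20 simulated sets of which 5 were shifted by 0.5 (log2), camera called 5 shifted sets, and fry and camera with an estimated correlation 4 each, with 0 of the other sets. The genes of these sets were simulated independently.

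The alternatives tried were a pseudocount of 0.1, no filter, a filter at 5 TPM (12673 genes), plain TPM, median-centred values, only the compared groups in the fit, a replicate block across all libraries, no trend, and each library left out in turn. For mean TPM, subsets of genes and the median over genes were used, and for the gene sets fry and an estimated correlation. For the gene sets, fry on median-centred values, fry on plain TPM and an estimated correlation on median-centred values were added after seeing the data, and so were camera, these tests and fry on spike-in normalized values with the replicate block within each genotype, adjusted over 112 tests. The expression of repetitive elements, the *Dnmt3a/b* DKO cells and the other assays of the study were not analysed here, since TPM per gene of these 14 libraries do not hold them. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.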

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

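The tests of explanations in this part were chosen only after the results were seen, except the 2 tests of GC content and gene length, and the replicate block within each genotype was added then as well. The limit of 1 (log2) for a rise outside the genes the paper discusses was also chosen after the results were seen.

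Primitive endoderm genes rose in wild-type cells at 24 h, a signal outside the genes the paper discusses. The median log2 change of the 16 genes from 0 h to 24 h lay 2.17 above the median of all genes, and it stayed between 1.59 and 2.47 with each library left out in turn (adjusted p from limma fry = 0.0011 on median-centred values, 0.0012 on plain TPM and 0.051 on spike-in normalized values, and 0.0061 on the latter with a replicate block within each genotype). *Sparc* went from 357 and 396 TPM at 0 h to 627 and 650 TPM at 24 h, *Col4a1* from 97.2 and 92.7 to 390 and 261 TPM, and *Gata4* from 4.00 and 12.5 to 25.3 and 58.6 TPM. Against the median of all genes of a library, the mean log2 value of the list was 2.01 and 2.13 in the wild-type libraries at 24 h, and 0.92 in the highest other library. In plain TPM, 15 of the 16 genes had both 24 h libraries above both 0 h libraries, which argues against 1 library as the cause. The rise lay at percentile 100 of 10000 random sets matched on expression, GC content and length, which argues against a bias of these. The trophectoderm list moved by 0.087 relative to all genes, so no like rise was seen in it. This cannot tell whether the main cell type made up a lower share, since more primitive endoderm-like cells need not raise that list. Chance differences between replicates are argued against by fry, while under an estimated correlation on median-centred values the adjusted p was 0.25. What stays open is whether existing cells express these genes more or whether the culture held more primitive endoderm-like cells at 24 h. All 16 of 16 genes lay above the median of all genes, which either would give, so these cannot be told apart from bulk values. A response to 24 h of mTORi may be the source, as a hypothesis found and tested on the same data.

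The response to mTORi differed between *Tet1/2* DKO and wild-type cells for 7 lists at 24 h by limma camera, with an interaction term as the test. The difference of the list median from the median of all genes was −1.43 for primitive endoderm, −0.85 for the amino acid response by ATF4, −0.34 for TFE3 and lysosome, −0.31 for replication-dependent histones, −0.21 for cytosolic ribosomal proteins, −0.21 for aminoacyl-tRNA synthetases and −0.19 for naive pluripotency. The adjusted p from limma camera ranged from 5.4e-27 for primitive endoderm to 0.0018 for naive pluripotency. Genes above the median of all genes were 0 of 16 for primitive endoderm, 0 of 17 for the amino acid response, 2 of 27 for TFE3 and lysosome and 4 of 20 for naive pluripotency. At 72 h 7 lists differed, with 1.18 for 2-cell-like, −0.37 for replication-dependent histones, −0.29 for naive pluripotency, −0.26 for formative and primed pluripotency, −0.22 for primitive endoderm, −0.22 for the amino acid response and −0.17 for cytosolic ribosomal proteins. At that time 12 of 12 2-cell-like genes lay above the median of all genes, and 2 of 20 naive genes did. The 2-cell-like list was low in DKO cells before treatment (mean log2 value against the median of all genes −0.77 and −1.64 at 0 h, −0.40 and 0.22 at 72 h) and at −0.50 and 0.51 at 0 h in wild-type cells, and DKO against wild-type cells lay at −1.28 at 0 h, at −1.41 at 24 h and at 0.022 at 72 h (adjusted p = 0.12 from camera). The list was thus lower in DKO cells at 0 and 24 h and not called between the genotypes at 72 h. The difference in response at 72 h therefore rests largely on the 0 h values. These were spread between replicates, and wild-type replicate 1 (−0.50) lay near DKO replicate 1 (−0.77). At 24 h the mean log2 values were −2.63 and −2.68 in DKO and −1.50 and −1.04 in wild-type cells, and the difference in response was not called (−0.29, adjusted p = 0.43 from camera). With a replicate block within each genotype all 14 stayed called, and TFE3 and lysosome at 72 h was called as well (−0.11, adjusted p = 0.040).

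For these 14 results, several technical explanations were weighed. With each library left out in turn, 7 of 7 lists at 24 h and 6 of 6 lists other than primitive endoderm at 72 h kept their direction, which argues against a single library for the direction of these. For primitive endoderm at 72 h the value was 0.21 without wild-type 0 h replicate 1, so this library sets its direction, and −0.58 without DKO 0 h replicate 2. Sizes moved by over 1.5 times for several lists. At 24 h primitive endoderm was at −0.85 and the amino acid response at −0.56 without DKO 0 h replicate 1, cytosolic ribosomal proteins at −0.11 without DKO 24 h replicate 1, TFE3 and lysosome at −0.22 without wild-type 24 h replicate 2, and histones at −0.16 without wild-type 0 h replicate 2. At 72 h naive pluripotency was at −0.19, cytosolic ribosomal proteins at −0.055 and histones at −0.21 without wild-type 72 h replicate 1. Formative and primed pluripotency was at −0.46, cytosolic ribosomal proteins at −0.31 and histones at −0.56 without wild-type 72 h replicate 2. The amino acid response was at −0.40 without DKO 0 h replicate 2, and 2-cell-like genes at 0.65 without wild-type 0 h replicate 2. All 14 of 14 lay outside the central 95% of random sets matched on expression, GC content and length, whose genes were drawn independently. For 2-cell-like genes, reads shared between the *Zscan4* copies would not explain the difference, since the 6 other genes of the list lay at 0.86. Correlation between the genes of a list was tested because camera presets it at 0.01. On spike-in normalized values fry called 0 of the 14, and the correlation estimate is raised for any genes by the factor that a library shares, with a median of 0.576 in 100 random sets against 0.00832 on median-centred values. On median-centred and on plain TPM, fry called 3 of them in both, which are primitive endoderm (adjusted p = 0.025 and 0.031 from limma) and the amino acid response (0.0063 and 0.0034) at 24 h and naive pluripotency at 72 h (0.026 and 0.0034). With the replicate block within each genotype fry called these 3 in both, and also TFE3 and lysosome (0.040 and 0.045) and naive pluripotency (0.026 and 0.0085) at 24 h. On spike-in normalized values it then called primitive endoderm (0.016) and the amino acid response (0.034) at 24 h. With an estimated correlation on median-centred values, with or without this block, 0 of these 5 were called, so for these 5 the correlation within the list and a change of the list cannot be told apart, because fry and the estimated correlation, which both allow for correlation, gave different outcomes. The estimated correlation left 0 of all 160 tests called. Without the block fry called TFE3 and lysosome at 24 h only on median-centred values (0.031) and naive pluripotency at 24 h only on plain TPM (0.0059). For the other 9 lists 0 of 9 were called under the estimated correlation on median-centred values, and fry called none of them on these scales, so correlation within the lists may account for these calls. The loss of *Tet1/2* stays among the open explanations of the 5 lists, as untested, since each genotype is 1 line.

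*Nupr1* (ENSMUSG00000030717.9, chromosome 7, 126623249 to 126630861), which was chosen after its values were seen, fell further in DKO than in wild-type cells at 24 h, by a test of the difference in response. The difference was −3.90 (log2, SE 0.59, adjusted p = 0.035 from limma). Its spike-in normalized TPM went from 86.7 and 68.0 to 1.05 and 0.0248 in DKO cells and from 40.8 and 44.2 to 7.20 and 16.7 in wild-type cells, so both libraries of each genotype fell. With 1 library left out the value closest to 0 was −3.34, which argues against a single library. With a pseudocount of 0.1 it was −5.72 with an adjusted p of 0.26, so the size of the difference depends on values near 0. Across all alternatives the adjusted p ranged from 0.0010 to 0.26. It was under 0.05 with only the compared groups in the fit, without a trend and with a replicate block within each genotype, and over 0.05 in plain TPM, on median-centred values, with a pseudocount of 0.1, with no filter and with a replicate block across all libraries. *Nupr1* is part of the amino acid response list, so it may follow that list, whose median difference with 1 library left out stayed between −0.93 and −0.56.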

How the results depend on the processing

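The alternatives were set before any result was seen, except 3 tests for the gene sets and the replicate block within each genotype, which were chosen only after their results were seen.

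In plain TPM, which removes the spike-in normalization, counts of genes lower and higher than 0 h were 2563 and 2883 (wild type at 24 h), 2080 and 2301 (72 h), 2134 and 2844 (144 h), 2426 and 2109 (DKO at 24 h) and 1651 and 3145 (DKO at 72 h). On median-centred values they were 3122 and 2484, 2904 and 1867, 2778 and 2497, 2996 and 2051, and 3025 and 2096. Both scales take out the level that the genes of a library share, so they cannot show a global fall. DKO against wild-type cells gave 109, 250 and 732 genes at 0, 24 and 72 h in plain TPM and 101, 219 and 308 on median-centred values. The different response gave 0 genes at 24 h on both scales (706 at an unadjusted p under 0.05 in plain TPM), and genes higher at all 3 wild-type times numbered 1168 and 907. With only the compared groups in the fit, the wild-type counts lower and higher were 3610 and 520 at 24 h and 4724 and 507 at 72 h, with 201 higher at 144 h, 519 lower and 12 higher for DKO at 24 h and 56 higher at all 3 wild-type times. DKO against wild type then gave 1, 25 and 278 genes, and the response 2 at 24 h and 31 at 72 h. The cause of these shifts was not tested. With no filter, more genes were tested, and 910 genes were lower at 24 h and 639 at 72 h in wild-type cells, 201 were higher in DKO cells at 72 h, 53 differed at 0 h, and the response gave 11 and 15 genes. A pseudocount of 0.1 gave 1 gene at 0 h and 26 at 72 h between the genotypes and 0 for the response at 24 h (216 at an unadjusted p under 0.05). The replicate block across all libraries gave 1 gene at 0 h and 0 for the response at 24 h. The cause was not tested. Without a trend, genes higher in DKO cells at 0 h numbered 3 against 5, and no total moved past 1.5 times its value. With the replicate block within each genotype, counts lower and higher were 4693 and 817 (wild type at 24 h), 4633 and 519 (72 h), 12092 and 191 (144 h), 6943 and 356 (DKO at 24 h) and 2403 and 974 (DKO at 72 h), 64 genes were higher at all 3 wild-type times, and the response gave 17 genes at 24 h and 0 at 72 h (684 at an unadjusted p under 0.05). Counts were not recomputed with a library left out, since this leaves a group with 1 library.

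The ratio of mean TPM to 0 h is 1 in plain TPM by construction for wild type at 24, 72 and 144 h and DKO at 24 h, and 0.807 at 72 h and 0.534 at 144 h with the median over genes. The median log2 fold change was −0.053, −0.052 and −0.22 at 24, 72 and 144 h in wild-type cells with no filter, which adds genes near 0, and −0.94 with a pseudocount of 0.1 and −0.93 at 5 TPM at 144 h. In plain TPM it was −0.0077, 0.039 and 0.055 in wild-type cells and 0.0057 in DKO cells at 24 h. For DKO cells at 72 h it reversed, from −0.12 in spike-in normalized TPM to 0.135 in plain TPM. PC1 held 63.2% with genes chosen by variance, 74.0% with scaled genes, 41.5% in plain TPM and 48.3% with a pseudocount of 0.1. Axis positions in plain TPM were 0.749 for wild type at 72 h, 0.128 for DKO at 0 h and 0.759 for DKO at 72 h. The cause of these shifts was not tested.

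With each library left out, the ratio of mean TPM ranged from 0.523 to 0.861 for DKO at 24 h and from 0.666 to 0.976 at 72 h. The median log2 fold change ranged from −0.51 to −0.14, −0.40 to −0.26 and −0.90 to −0.77 in wild-type cells, from −0.85 to −0.13 for DKO at 24 h and from −0.40 to 0.14 for DKO at 72 h, where it was 0.14 without DKO 72 h replicate 2. The axis position ranged from 0.294 to 0.581 and 0.506 to 0.575 in wild-type cells at 24 and 72 h and from −0.252 to −0.0403, 0.101 to 0.643 and −0.0337 to 0.385 in DKO cells at 0, 24 and 72 h, with the lowest at 24 and 72 h without replicate 2 of the DKO group. The correlation of the responses ranged from 0.665 to 0.749 at 24 h and from 0.718 to 0.799 at 72 h.

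Of 52 results for named genes, 25 kept direction and call in plain TPM, 5 lost the call, 4 gained it and 18 reversed. Reversed at 144 h were *Tet1* (0.79), *Tet2* (0.42), *Tet3* (0.23), *Yy1* (0.11), *Tfe3* (0.21), *Zfp57* (0.28), *Pou5f1* (0.0068), *Klf2* (0.21), *Zfp42* (0.23), *Dnmt1* (0.20), *Dnmt3b* (0.19), *Sin3a* (0.41) and *Mtor* (0.62). At 24 and 72 h *Tet2* (0.20, 0.22) and *Tet3* (0.25, 0.33) reversed, and so did *Tet1* between the genotypes at 72 h (−0.31). The reversals follow from the removed factor, which moves the median of all genes. Calls were lost for 4 results with a pseudocount of 0.1, 3 with the replicate block across all libraries and 4 without a trend, and 5 were gained with only the compared groups. With the block within each genotype, 3 of 37 results gained the call (*Tet2*, *Tet3* and *Sin3a* at 144 h) and 34 kept theirs. All 34 called results and 47 of all 52 kept their sign with each library left out.

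Of 160 gene set tests, camera called 88. Plain TPM and the replicate block across all libraries left 75 and 87 of these calls in place. The block within each genotype called 66 of the 112 tests it allows, 63 of them shared. Under fry 27 tests were called, 25 of them shared with camera, and with an estimated correlation 0 (12 at an unadjusted p under 0.05). The added tests gave 54 under fry on median-centred values (49 shared), 55 under fry on plain TPM (45 shared) and 0 with an estimated correlation on median-centred values (23 at an unadjusted p under 0.05). The depth was not in hand, so its limit on these results cannot be given.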

Differences from the paper's values

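No test in this part was chosen after the result was seen.

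Mean spike-in normalized TPM of wild-type cells at 0 h was 38.8, against the paper's value of about 90 in Fig. 1b, read by eye. Of the 8 alternatives set before the data were examined, the mean over genes with at least 1 TPM gave 116, which lies within 1.5 times the paper's value. That setting gave 90.0 at 24 h, 86.0 at 72 h and 56.7 at 144 h, against the paper's values of about 35, about 40 and about 25 in Fig. 1b, read by eye. The other 7 did not close the gap, which are the mean without mitochondrial genes, without genes under 200 bp, without the 10 highest genes, the median over genes, plain TPM and each 0 h library left out. At 24, 72 and 144 h the values over all genes (30.2, 28.9 and 19.0) lay within 1.5 times the paper's.

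Mean spike-in normalized TPM of *Tet1/2* DKO cells at 0 h was 47.7, against the paper's value of about 90 in Fig. 3b, read by eye. None of the 8 alternatives set before the data were examined closed the gap, and the mean over genes with at least 1 TPM gave 142.

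Relative to 0 h, mean TPM of wild-type cells was 0.779 at 24 h, 0.744 at 72 h and 0.490 at 144 h, against the paper's values of about 0.39, about 0.44 and about 0.28 in Fig. 1b, read by eye. None of the 10 alternatives set before the data were examined closed any of these gaps.

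The paper states that both *Tet* genes were deleted in full in the DKO line. It rests this on PCR of the clones and on western blots for TET1 and TET2, which measure DNA and protein and not RNA. In plain TPM, *Tet1* in the libraries labelled *Tet1/2* DKO was at 77.0% of wild type at 0 h, 70.2% at 24 h and 80.8% at 72 h, and *Tet2* at 21.1%, 16.0% and 17.7%.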

Other observations

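The tests on the *Tet* genes, on the axis gap, on the spike-in factors and on the germline hypothesis and the replicate block within each genotype were chosen only after the results were seen.

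*Tet1* read close to its wild-type level in the libraries labelled *Tet1/2* DKO, at 77.0% of wild type in plain TPM at 0 h, which is near the 81.2% of the transcript that does not lie between the 2 guide sites, most of it in the 2 exons that hold them. At 24 h the value was lower (70.2%) and at 72 h it was 80.8%. Sequence outside the guide sites that is still transcribed and counted may explain the level. A swap of labels or wild-type cells in the DKO libraries would have left *Tet2* near its wild-type level, and *Tet2* lay below every wild-type library in 6 of 6 DKO libraries. For *Tet2*, the loss of only the sequence between the guide sites would leave 61.2% of the transcript, and 21.1% was seen at 0 h, so this explanation is argued against. Values per exon were not in hand.

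Both DKO libraries lay above both wild-type libraries for *Tet3* at each of the 3 times, in spike-in normalized and in plain TPM. A rise of *Tet3* that replaces *Tet1* and *Tet2* was weighed, and the smallest adjusted p of the 3 comparisons was 0.192 from limma, so it stays open, because none was called and each genotype is 1 line.

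The gap between DKO and wild-type cells on the axis at 72 h was −0.0104 in plain TPM, so the spike-in factors may set the gap. In plain TPM DKO cells already lay at 0.128 at 0 h. From their own 0 h position they moved by 0.632 (SD 0.0541), against 0.749 in wild-type cells, and no factor enters these distances. The number of genes called between the genotypes rose from 0 h to 72 h on both scales, which the factors alone would not give in plain TPM. The replicates of a group carried different factors, with a largest ratio of 1.65 (DKO at 24 h). Rounding of the factors to whole units moves them by 1.85% at most, which argues against rounding as the cause of this ratio. Whether the cells or the addition of the spike-in RNAs differed between replicates was not tested.

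The germline genes repressed by DNA methylation were examined for the hypothesis that the rise in DNA methylation under mTORi lowers genes held down by it. In wild-type cells at 144 h their median log2 change lay 0.25 above the median of all genes (adjusted p = 0.39 from limma camera), so no fall beyond that of all genes was seen, and the hypothesis stays open at this time, because the list was not called either way. At 24 and 72 h the list lay 0.60 and 0.49 above the median of all genes (0.0048 and 0.0058 from camera, 0.0063 and 0.016 from fry on median-centred values), which is the opposite of a fall. In DKO against wild-type cells at 72 h the list lay 0.46 above the median of all genes (adjusted p = 3.7e-06 from camera, 0.0024 from fry on median-centred values). The difference was there before mTORi, at 0.47 at 0 h (2.9e-05 from camera), was 0.42 at 24 h, and the difference in response at 72 h was not called (0.067, adjusted p = 0.38 from camera).

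Of the other lists in wild-type cells at 144 h, relative to the median of all genes, limma camera with Benjamini-Hochberg adjustment called the amino acid response by ATF4 (−1.29, adjusted p = 6.8e-13), aminoacyl-tRNA synthetases (−0.67, 5.7e-08), formative and primed pluripotency (0.82, 0.00030), mitochondrially encoded genes (−0.63, 0.00070), primitive endoderm (−0.91, 0.0040), cholesterol synthesis (−0.24, 0.0042), replication-dependent histones (−0.05, 0.013, and 0.08 in plain TPM), trophectoderm (−0.84, 0.026) and glycolysis (−0.19, 0.046). With the replicate block within each genotype, histones (0.080) and glycolysis (0.10) were no longer called and 2-cell-like genes (0.038) were. Not called by camera without the block were naive pluripotency (0.07, 0.81), TFE3 and lysosome (0.20, 0.64), neuroectoderm (−0.21, 0.48), mesendoderm (0.87, 0.17), cytosolic ribosomal proteins (0.08, 0.089) and 2-cell-like genes (0.22, 0.068). Fry on median-centred values called 7 lists at 144 h, 6 of them among the 9 that camera called. With the block, fry on these values did not call mitochondrially encoded genes (0.074), glycolysis (0.081) and histones (0.49). It did call naive pluripotency (0.034), mesendoderm (0.0062) and neuroectoderm (0.040). On plain TPM naive pluripotency (0.00058) and mesendoderm (0.0019) stayed called and neuroectoderm (0.099) did not. Mitochondrially encoded genes lay 0.62 above the median of all genes in DKO against wild-type cells at 72 h (5.6e-08 from camera), a call that fry on median-centred values did not make (0.12). They already lay 0.48 above it at 0 h (3.4e-06 from camera) and 0.37 at 24 h, and the response at 72 h was not called (0.18).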
